# *Caenorhabditis elegans* methionine/S-adenosylmethionine cycle activity is sensed and adjusted by a nuclear hormone receptor

**DOI:** 10.7554/eLife.60259

**Published:** 2020-10-05

**Authors:** Gabrielle E Giese, Melissa D Walker, Olga Ponomarova, Hefei Zhang, Xuhang Li, Gregory Minevich, Albertha JM Walhout

**Keywords:** methionine/sam cycle, nuclear hormone receptor, vitamin B12, transcription factors, metabolism, *C. elegans*

## Abstract

Vitamin B12 is an essential micronutrient that functions in two metabolic pathways: the canonical propionate breakdown pathway and the methionine/S-adenosylmethionine (Met/SAM) cycle. In *Caenorhabditis elegans,* low vitamin B12, or genetic perturbation of the canonical propionate breakdown pathway results in propionate accumulation and the transcriptional activation of a propionate shunt pathway. This propionate-dependent mechanism requires *nhr-10* and is referred to as ‘B12-mechanism-I’. Here, we report that vitamin B12 represses the expression of Met/SAM cycle genes by a propionate-independent mechanism we refer to as ‘B12-mechanism-II’. This mechanism is activated by perturbations in the Met/SAM cycle, genetically or due to low dietary vitamin B12. B12-mechanism-II requires *nhr-114* to activate Met/SAM cycle gene expression, the vitamin B12 transporter, *pmp-5*, and adjust influx and efflux of the cycle by activating *msra-1* and repressing *cbs-1*, respectively. Taken together, Met/SAM cycle activity is sensed and transcriptionally adjusted to be in a tight metabolic regime.

## Introduction

Metabolism lies at the heart of most cellular and organismal processes. Anabolic metabolism produces biomass during development, growth, cell turnover, and wound healing, while catabolic processes degrade nutrients to generate energy and metabolic building blocks. Animals must be able to regulate their metabolism in response to nutrient availability and to meet growth and energy demands. Metabolism can be regulated by different mechanisms, including the allosteric modulation of metabolic enzyme activity and the transcriptional regulation of metabolic genes. Changes in metabolic enzyme level and/or activity can result in changes in metabolic flux, which is defined as the turnover rate of metabolites through enzymatically controlled pathways. Metabolic flux can result in the accumulation or depletion of metabolites (Watson et al., 2015; van der Knaap and Verrijzer, 2016; Wang and Lei, 2018). These metabolites may interact with enzymes directly to allosterically affect the enzyme’s catalytic properties. Alternatively, metabolites can alter the transcriptional regulation of metabolic enzymes by interacting with transcription factors (TFs) and changing their activity or localization (Desvergne et al., 2006; Giese et al., 2019). A classic example of the transcriptional regulation of metabolism is the activation of cholesterol biosynthesis genes in mammals by SREBP that responds to low levels of cholesterol (Espenshade, 2006).

Vitamin B12 is an essential cofactor for two metabolic enzymes: methylmalonyl-CoA mutase and methionine synthase. Methylmalonyl-coenzyme A mutase (EC 5.4.99.2) catalyzes the third step in the breakdown of the short-chain fatty acid propionate, while methionine synthase (EC 2.1.1.13) converts homocysteine into methionine in the Methionine/S-adenosylmethionine (Met/SAM) cycle (Figure 1A). The Met/SAM cycle is part of one-carbon metabolism, which also includes folate metabolism and parts of purine and thymine biosynthesis (Ducker and Rabinowitz, 2017). The one-carbon cycle produces many important building blocks for cellular growth and repair, including nucleotides and SAM, the major methyl donor of the cell. SAM is critical for the synthesis of phosphatidylcholine, an important component of cellular membranes, as well as for the methylation of DNA, RNA, and histones (Ye et al., 2017). Both vitamin B12-dependent metabolic pathways have been well studied at the biochemical level; however, little is known about how these pathways are regulated transcriptionally.

**Figure 1.**
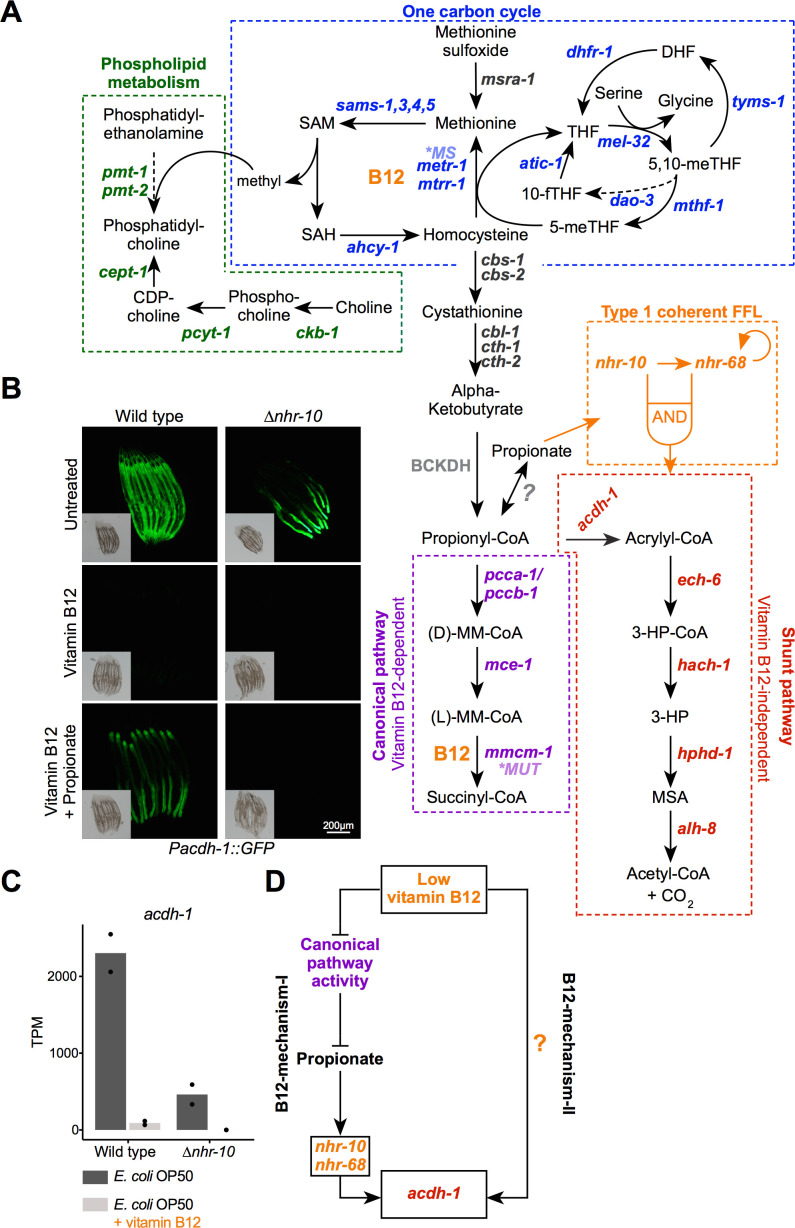
Two mechanisms of gene regulation by low vitamin B12 dietary conditions. (**A**) Cartoon of vitamin B12-related metabolic pathways in *C. elegans*. CDP –cytidine 5’-diphosphocholine; DHF – dihydrofolate; 3-HP – 3-hydroxypropionate; 5,10-meTHF – 5,10-methylenetetrahydrofolate; 5-meTHF – 5-methyltetrahydrofolate; 10-fTFH –10-formyltetrahydrofolate; BCKDH – branched-chain α-ketoacid dehydrogenase complex; MM-CoA – methylmalonyl-coenzyme A; *MUT – human methylmalonyl-coenzyme A mutase; *MS – human methionine synthase; MSA – malonic semialdehyde; SAH – S-adenosylhomocysteine; SAM – S-adenosylmethionine; THF – tetrahydrofolate; FFL – feed forward loop. Dashed arrows indicate multiple reaction steps. (**B**) Fluorescence microscopy images of *Pacdh-1::GFP* reporter animals in wild type and *∆nhr-10* mutant background with different supplements as indicated. Insets show brightfield images. (**C**) RNA-seq data of *acdh-1* mRNA with and without 20 nM vitamin B12 in wild type and *∆nhr-10* mutant animals (Bulcha et al., 2019). Datapoints show each biological replicate and the bar represents the mean. TPM – transcripts per million. p adjusted values are provided in Supplementary file 1. (**D**) Cartoon illustrating two mechanisms of gene regulation by low vitamin B12 dietary conditions.

**Figure 1—figure supplement 1.**
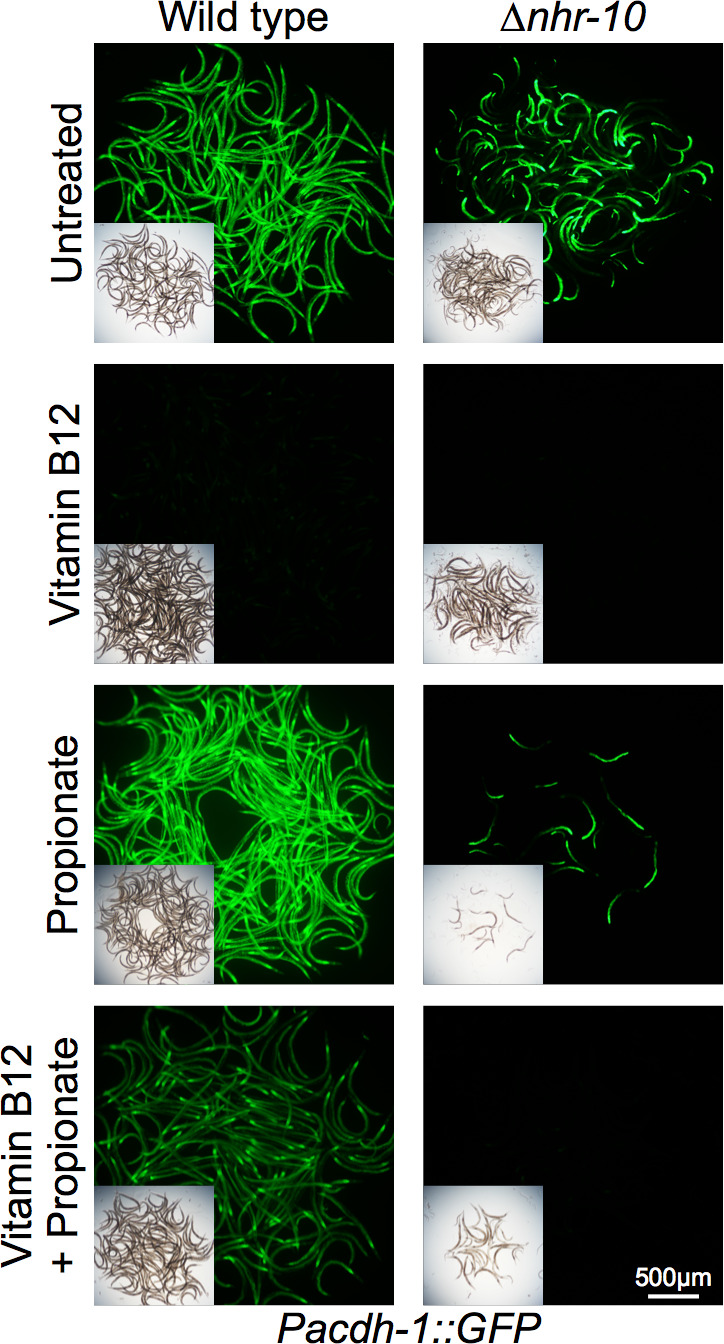
Fluorescent microscopy images of *Pacdh-1::GFP* animals in wild type and ∆*nhr-10* mutant backgrounds with supplemented metabolites as indicated. Insets show brightfield images.

**Figure 1—figure supplement 2.**
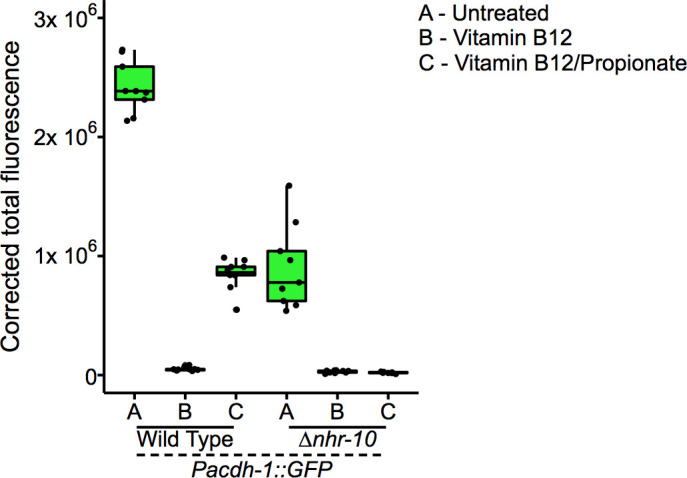
Boxplot showing median and interquartile range of normalized GFP intensity measurements of fluorescent images shown in Figure 1B. GFP intensity measurements of fluorescent images shown in Figure 1B.

The nematode *Caenorhabditis elegans* is a highly tractable model for studying the relationships between diet, disease, and metabolism (Yilmaz and Walhout, 2014; Zhang et al., 2017). *C. elegans* is a bacterivore that can thrive on both high and low vitamin B12 diets (MacNeil et al., 2013; Watson et al., 2013; Watson et al., 2014). We previously discovered that perturbations of the canonical propionate breakdown pathway, either genetically or by low dietary vitamin B12, results in the transcriptional activation of five genes comprising an alternative propionate breakdown pathway, or propionate shunt (Figure 1A, Watson et al., 2016). Activation of the propionate shunt occurs only with sustained propionate accumulation and absolutely depends on the nuclear hormone receptor (NHR) *nhr-10* (Bulcha et al., 2019). *nhr-10* functions together with *nhr-68* in a type one coherent feedforward loop known as a persistence detector (Bulcha et al., 2019). We refer to the regulation of gene expression by accumulation of propionate due to low vitamin B12 dietary conditions as ‘B12-mechanism-I’.

Here, we report that vitamin B12 represses the expression of Met/SAM cycle genes by a propionate-independent mechanism we refer to as ‘B12-mechanism-II’. We find that B12-mechanism-II is activated upon perturbation of the Met/SAM cycle, either genetically or nutritionally, due to low dietary vitamin B12. This mechanism requires another NHR, *nhr-114*, which responds to low levels of SAM. B12-mechanism-II not only activates Met/SAM cycle gene expression, it also activates the expression of the vitamin B12 transporter *pmp-5* and the methionine sulfoxide reductase *msra-1*, and represses the expression of the cystathionine beta synthase *cbs-1.* The regulation of the latter two genes increases influx and reduces efflux of the Met/SAM cycle, respectively. These findings indicate that low Met/SAM cycle activity is sensed and transcriptionally adjusted to be maintained in a tightly controlled regime. Taken together, in *C. elegans* the genetic or nutritional perturbation of the two vitamin B12-dependent pathways is sensed by two transcriptional mechanisms via different NHRs. These mechanisms likely provide the animal with metabolic adaptation to develop and thrive on different bacterial diets in the wild.

## Results

### Low dietary vitamin B12 activates two transcriptional mechanisms

As in humans, vitamin B12 acts as a cofactor in two *C. elegans* pathways: the canonical propionate breakdown pathway and the Met/SAM cycle, which is part of one-carbon metabolism (Figure 1A). These pathways are connected because homocysteine can be converted into cystathionine by the cystathionine beta synthase CBS-1, which after conversion into alpha-ketobutyrate is converted into propionyl-CoA. When flux through the canonical propionate breakdown pathway is perturbed, either genetically or nutritionally, that is, when dietary vitamin B12 is low, a set of genes comprising an alternative propionate breakdown pathway or propionate shunt is transcriptionally activated (Macneil and Walhout, 2013; Watson et al., 2013; Watson et al., 2014; Watson et al., 2016). Low vitamin B12 results in an accumulation of propionate, which, when sustained, activates a gene regulatory network circuit known as a type one coherent feedforward loop with an AND-logic gate composed of two transcription factors, *nhr-10* and *nhr-68* (Bulcha et al., 2019). The first gene in the propionate shunt, *acdh-1*, acts as a control point: its expression is induced several hundred fold when vitamin B12 is limiting (Macneil and Walhout, 2013; Watson et al., 2013; Watson et al., 2014; Watson et al., 2016).

We have previously used transgenic animals expressing the green fluorescent protein (GFP) under the control of the *acdh-1* promoter as a vitamin B12 sensor (Arda et al., 2010; MacNeil et al., 2013; Watson et al., 2014). In these *Pacdh-1::GFP* animals, GFP expression is high throughout the intestine on an *E. coli* OP50 diet, which is low in vitamin B12, and GFP expression is very low on a *Comamonas aquatica* DA1877 diet that is high in vitamin B12 (MacNeil et al., 2013; Watson et al., 2014). Low GFP expression resulting from vitamin B12 supplementation to the *E. coli* OP50 diet can be overcome by addition of propionate (Figure 1B, Figure 1—figure supplements 1 and 2; Bulcha et al., 2019). The activation of *acdh-1* expression in response to accumulating propionate is completely dependent on *nhr-10* (Figure 1B, Figure 1—figure supplements 1 and 2; Bulcha et al., 2019). Interestingly, we found that while GFP levels are reduced in the anterior intestine, there is still remaining GFP expression in the posterior intestine in *Pacdh-1::GFP* transgenic animals lacking *nhr-10* (Figure 1B, Figure 1—figure supplements 1 and 2). Since *nhr-10* is absolutely required to mediate the activation of *acdh-1* by propionate, this means that there is another, propionate-independent mechanism of activation. Importantly, the residual GFP expression in *Pacdh-1::GFP*; Δ*nhr-10* was completely repressed by the supplementation of vitamin B12 (Figure 1B, Figure 1—figure supplements 1 and 2). This result was confirmed by inspecting our previously published RNA-seq data: in Δ*nhr-10* animals there is residual endogenous *acdh-1* expression which is eliminated by the addition of vitamin B12 (Figure 1C, Supplementary file 1; Bulcha et al., 2019). These results demonstrate that there is another mechanism by which low vitamin B12 activates gene expression that is independent of propionate accumulation, which occurs when flux through the canonical propionate breakdown pathway is perturbed. We refer to the activation of gene expression in response to canonical propionate breakdown perturbation as ‘B12-mechanism-I’ and the other, propionate-independent mechanism as ‘B12-mechanism-II’ (Figure 1D).

### Met/SAM cycle perturbations activate B12-mechanism-II

To determine the mechanism by which ‘B12-mechanism-II’ is activated, we used the *Pacdh-1::GFP* vitamin B12 sensor in the Δ*nhr-10* mutant background, which cannot respond to B12-mechanism-I. We first performed a forward genetic screen using ethyl methanesulfonate (EMS) to find mutations that activate GFP expression in *Pacdh-1::GFP*;Δ*nhr-10* animals in the presence of vitamin B12 (Figure 2A). We screened ~8000 genomes and identified 27 mutants, 16 of which were viable and produced GFP-expressing offspring. Seven of these mutants were backcrossed with the *Pacdh-1::GFP*;∆*nhr-10* parent strain. Single-nucleotide polymorphism mapping and whole genome sequencing revealed mutations in *metr-1*, *mtrr-1*, *sams-1*, *mthf-1*, and *pmp-5* (Figure 2B). The first four genes encode enzymes that function directly in the Met/SAM cycle (Figure 1A). *metr-1* is the single ortholog of human methionine synthase; *mtrr-1* is the ortholog of *MTRR* that encodes methionine synthase reductase; *sams-1* is orthologous to human *MAT1A* and encodes a SAM synthase; and *mthf-1* is the ortholog of human *MTHFR* that encodes methylenetetrahydrofolate reductase. We also found mutations in *pmp-5*, an ortholog of human *ABCD4*, which encodes a vitamin B12 transporter (Coelho et al., 2012).

**Figure 2.**
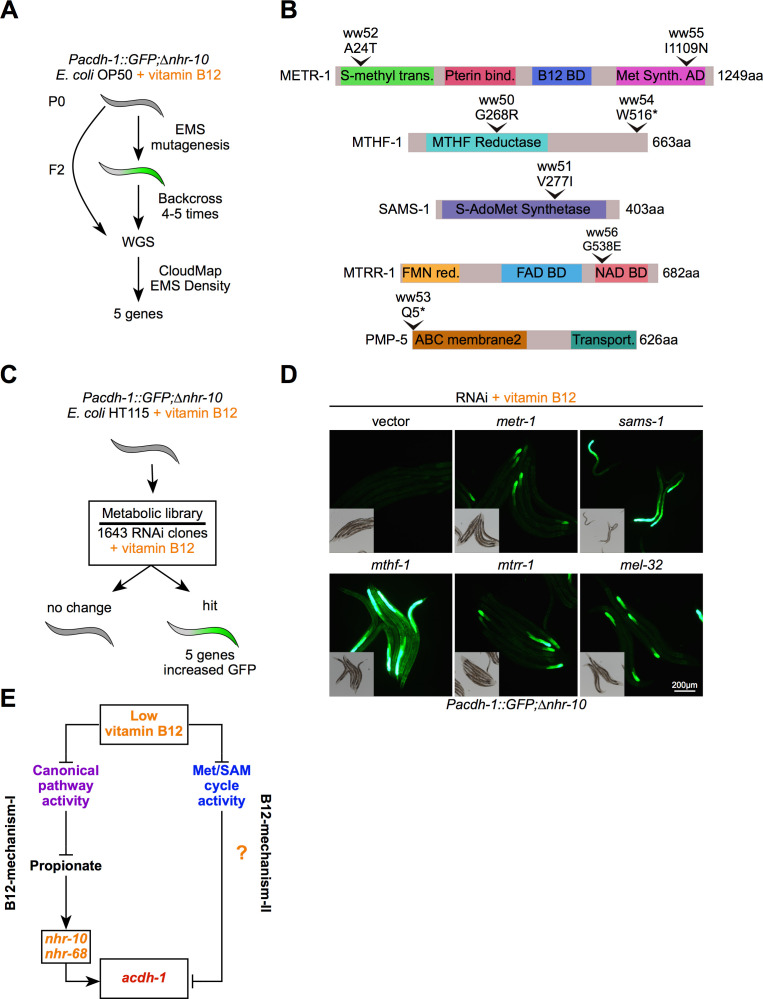
Met/SAM cycle perturbations activate B12-mechanism-II. (**A**) Workflow for the EMS mutagenesis screen using *Pacdh-1::GFP;∆nhr-10* reporter animals supplemented with 20 nM vitamin B12. WGS – whole genome sequencing. (**B**) To-scale cartoons of amino acid changes in the proteins encoded by the genes found in the forward genetic screen. (**C**) Workflow for RNAi screen using *Pacdh-1::GFP;∆nhr-10* reporter animals supplemented with 20 nM vitamin B12. (**D**) Fluorescence microscopy images of *Pacdh-1::GFP;∆nhr-10* reporter animals subjected to RNAi of the indicated metabolic genes. Insets show brightfield images. (**E**) Cartoon illustrating the activation of B12-mechanism-II by low vitamin B12 or genetic perturbations in the Met/SAM cycle.

Next, we performed a reverse genetic RNAi screen using a library of predicted metabolic genes in *Pacdh-1::GFP*;Δ*nhr-10* animals fed *E. coli* HT115 bacteria (the bacterial diet used for RNAi experiments) supplemented with vitamin B12 (Figure 2C). In these animals, GFP expression is off and we looked for those RNAi knockdowns that activated GFP expression in the presence of vitamin B12. Out of more than 1400 genes tested, RNAi of only five genes resulted in activation of GFP expression: *metr-1*, *mtrr-1*, *sams-1*, *mthf-1*, and *mel-32* (Figure 2D). Four of these genes were also found in the forward genetic screen (Figure 2B). The fifth gene, *mel-32,* also functions in one-carbon metabolism (Figure 1A). It is an ortholog of human *SHMT1* and encodes serine hydroxymethyltransferase that converts serine into glycine thereby producing 5,10-methylenetetrahydrofolate (5,10-meTHF), the precursor of 5-meTHF, which donates a methyl group in the reaction catalyzed by METR-1 (Figure 1A). These results show that genetic perturbations in Met/SAM cycle genes activate B12-mechanism-II, even in the presence of vitamin B12. This indicates that reduced activity of the Met/SAM cycle, either due to genetic perturbations or as a result of low dietary vitamin B12 activates B12-mechanism-II (Figure 2E). Therefore, genetic perturbations in either pathway that uses vitamin B12 as a cofactor activate the vitamin B12 sensor.

### B12-mechanism-II activates Met/SAM cycle gene expression in response to Met/SAM cycle perturbations

To ask what other genes are activated by B12-mechanism-II, we performed RNA-seq using four Met/SAM cycle mutants identified in the forward genetic screen. All strains were supplemented with vitamin B12 and gene expression profiles of the Met/SAM cycle mutants were compared to the parental *Pacdh-1::GFP*;∆*nhr-10* strain. 

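The deposited data cover the *Pacdh-1::GFP;∆nhr-10* parent strain, in which GFP is driven by the *acdh-1* promoter and the nuclear hormone receptor gene *nhr-10* is deleted, and 4 strains that additionally carry *mthf-1(ww50)*, *sams-1(ww51)*, *metr-1(ww52)* or *mtrr-1(ww56)*. Each of the 5 strains was sequenced as 2 biological replicates, giving 10 libraries. The animals were grown from arrested L1 larvae on plates with 20 nM vitamin B12, whereas strains were maintained at 0.64 nM. The methods describe 400 late L4 or early young adult animals per sample, whereas the sample descriptions give a minimum of 200 animals and a time of 48 hours. The authors mapped 100 bp paired-end reads to the WormBase WS271 genome with bowtie2 and estimated the relative transcript abundance of each gene (TPM) with RSEM, both at default parameters. The methods name no strand setting. TPM values add up to 1000000 in every library and keep no sequencing depth, so the only depth known here is the minimum that the paper states, about 40000000 reads per sample. The table lists 46903 genes to 2 decimals. Between 13752 and 14563 genes had at least 1 TPM in a library, and the 100 most abundant genes took from 31.80% to 35.98% of the TPM. *nhr-10* transcripts were still listed, at 3.13 to 6.19 TPM across the 10 libraries, so the deletion cannot be read from the gene's total. The gene mutated in each mutant strain was not lower in that strain than in the parent, and expression levels therefore do not check the strain labels.

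For the comparisons, log2(TPM + 1) was fitted with limma over all 10 libraries, with one mean per strain and a mean-variance trend, and each mutant was compared with the parent. The test covered the 14418 genes with a mean of at least 1 TPM over the libraries, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p-value under 0.01 and a fold change over 1.5, the cutoffs given in Figure 3A. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with few transcripts. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot go below p = 0.333, so the spread was estimated jointly over the 5 strains. Between replicates, log2(TPM + 1) correlated across genes at 0.919 to 0.965. On 14418 simulated genes, of which 200 were changed, the same test called 48.5% of the changed genes in all 4 mutants and none of the unchanged ones. The simulated noise was independent between libraries, and each planted change was the same in all 4 mutants. It held no shift shared by libraries, so it cannot show false calls from a batch or stage difference.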

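Limma with Benjamini-Hochberg adjustment called 7 genes higher and 2 genes lower than the parent in all 4 mutants. In the single comparisons, 27 genes changed in *mthf-1(ww50)*, of which 22 were higher. In *sams-1(ww51)* 11 genes changed, of which 9 were higher. In *metr-1(ww52)* 42 genes changed, of which 36 were higher, and in *mtrr-1(ww56)* 19 genes changed, of which 16 were higher. Libraries with the same replicate number deviated together: over the 10 pairs of strains, the difference between replicates correlated across genes at 0.166 to 0.736, with a mean of 0.49. With the replicate number as a block, 23 genes were called higher and 5 lower in all 4 mutants, and these included all 7 and both genes called without it. The block raised the calls to 44 genes in *mthf-1(ww50)*, 387 in *sams-1(ww51)*, 75 in *metr-1(ww52)* and 602 in *mtrr-1(ww56)*. Across the alternatives tried, the number of genes higher in all 4 mutants ranged from 29, at an adjusted p-value cutoff of 0.05, to 0, both with each mutant fitted with the parent alone and with a score of 51 cuticle and molting genes in the model. At an unadjusted p-value under 0.05, the fit with that score had 579 such genes and the fits with the parent alone had 348. The score lay between 3.85 and 4.52 in the parent and between 5.52 and 7.68 in the mutants. Without overlap the fit extrapolates, and 22 genes of the score are among the 110 the paper lists as upregulated. Its count of 0 is therefore weak evidence against a change. Without any test, 736 genes were more than 1.5-fold higher in all 4 mutants and 337 more than 1.5-fold lower.

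The largest mean increase among the genes called in all 4 mutants was that of *clc-24* (WBGene00021337, sequence name Y34F4.2), which lies on chromosome III of WBcel235 from 1010037 to 1011400. Its mean log2 fold change over the mutants was 4.00 (standard error 0.136, adjusted p = 9.38e-05 from limma with Benjamini-Hochberg adjustment; 7.13e-05 with the replicate block). *DH11.2* followed at 3.37, *pmp-5* at 3.28, *nhr-68* at 3.18 and *T05E12.6* at 2.97. Among the genes called lower in all 4 mutants without the block, the largest decrease was that of *cld-1* (WBGene00007872) on chromosome IV from 12935011 to 12936271. Its TPM was 323 ± 70.2 (SD, n = 2) in the parent and at most 18.0 in any mutant library. Its mean log2 fold change was -5.36 (standard error 0.309, adjusted p = 0.000789 from limma with Benjamini-Hochberg adjustment; 0.000267 with the block). *cld-1* lies beside *dod-21*, which is on the opposite strand, and their exons have no overlap. *dod-21* was called lower in 2 mutants without the block and in 4 with it. Its log2 fold changes were -5.84 in *mthf-1(ww50)*, -4.86 in *sams-1(ww51)*, -6.69 in *metr-1(ww52)* and -4.32 in *mtrr-1(ww56)*. The other gene called lower in all 4 mutants without the block, the noncoding RNA *F55C12.15*, was listed at 6.85 and 10.4 TPM in the parent and at 0 in all 8 mutant libraries. Its exon of 140 bp is near the read length of 100 bp, and TPM does not show how many reads it holds.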

We found a set of 110 genes that are upregulated in all four Met/SAM cycle mutants, and a smaller set of 11 genes that are downregulated (Figure 3A, Supplementary file 2). Importantly, endogenous *acdh-1* was upregulated in each of the Met/SAM cycle mutants, validating the results obtained with the *Pacdh-1::GFP* vitamin B12 sensor (Supplementary file 2). 

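*acdh-1* (WBGene00016943) lies on chromosome I of WBcel235 from 6497436 to 6499560 and encodes an acyl-CoA dehydrogenase of the propionate shunt. It was listed at 0.05 and 0.18 TPM in the parent replicates. The TPM was 460.1 ± 24.4 (SD, n = 2) in *mthf-1(ww50)*, 73.7 ± 74.6 in *sams-1(ww51)*, 339 ± 54.3 in *metr-1(ww52)* and 256 ± 68.9 in *mtrr-1(ww56)*. Every mutant library was above both parent libraries. The lowest, replicate 2 of *sams-1(ww51)*, held 20.94 TPM, and replicate 1 of the same strain held 126.45. The log2 fold changes were 8.69, 5.57, 8.25 and 7.83 in that order of strains, each with a standard error of 0.705. The adjusted p-values from limma with Benjamini-Hochberg adjustment were 0.00382, 0.0352, 0.00472 and 0.0088, so *acdh-1* was called in 3 mutants and not in *sams-1(ww51)*. With the block they were 0.00377, 0.00561, 0.00393 and 0.00363, and the gene was called in all 4. With a replicate left out, the log2 fold change in *sams-1(ww51)* lay between 4.30 and 6.84. Because the parent level is near 0, the fold change depends on the pseudocount, and a pseudocount of 0.1 gave 11.13, 7.98, 10.68 and 10.26. The difference between *sams-1(ww51)* and the other 3 mutants had a log2 size of -2.69 and an adjusted p of 0.318 from limma with Benjamini-Hochberg adjustment.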

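The Met/SAM cycle genes examined were *metr-1* (methionine synthase), *mtrr-1* (methionine synthase reductase), *sams-1* (SAM synthetase), *ahcy-1* (S-adenosylhomocysteine hydrolase), *mel-32* (serine hydroxymethyltransferase) and *mthf-1* (methylenetetrahydrofolate reductase). All 6 were higher than the parent in each of the 4 mutants, and their mean log2 fold change was 2.20. As a set they stood apart from the other genes tested in limma's camera test, with Benjamini-Hochberg adjustment over the 4 gene sets examined (adjusted p = 9.86e-10; adjusted p = 1.15e-08 with the replicate block). Camera was run with a fixed correlation of 0.01 between genes, so its p-values do not measure the spread between libraries. Between replicates, the mean level of the 6 genes had an SD of 0.30 on the log2 scale. Among the 24 comparisons of a gene in a mutant, 5 passed both cutoffs, 19 did with the replicate block, and 23 did when p-values were adjusted over this list alone. The last adjustment corrects for little, because *metr-1*, *mtrr-1*, *sams-1* and *mthf-1* are on the paper's list of changed genes from these same libraries. The alternative that moved the set mean most was the molting gene score in the model, which gave 1.35, and under it none of the 24 comparisons passed, although 19 had an unadjusted p-value under 0.05. That score does not overlap between parent and mutants, so the fit extrapolates and cannot separate it from the effect of the mutations.

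*metr-1* (WBGene00010988, chromosome II of WBcel235 from 10926561 to 10931078) rose from 23.7 ± 1.15 TPM (SD, n = 2) in the parent to means between 175 and 217 in the mutants. It was called in 3 mutants, and in *sams-1(ww51)* its adjusted p was 0.012 (limma with Benjamini-Hochberg adjustment) without the block and 0.00256 with it. *mtrr-1* (WBGene00006510, chromosome II from 9285975 to 9289132) rose from 22.2 ± 3.34 TPM to means between 117 and 159, and was called in *mthf-1(ww50)* and *metr-1(ww52)*, and in all 4 mutants with the block. *sams-1* (WBGene00008205, chromosome X from 11965962 to 11969893) had log2 fold changes from 2.63 to 3.35 with a standard error of 0.525, and its parent replicates stood at 80.2 and 33.7 TPM. It was called in no mutant without the block and in *sams-1(ww51)* and *mtrr-1(ww56)* with it. Its paralogs *sams-3*, *sams-4* and *sams-5*, whose reads could be shared with it, had mean log2 fold changes of 0.71, 0.78 and 1.28. *mthf-1* (WBGene00015512, chromosome II from 7773904 to 7777823), whose exons overlap *C06A8.6* on the other strand by 11 bp, rose from 81.7 ± 12.27 TPM to means between 378 and 466. Its adjusted p-values ran from 0.0245 to 0.0339 (limma with Benjamini-Hochberg adjustment), and with the block from 0.00101 to 0.00181. *mel-32* (WBGene00003214, chromosome III from 6440145 to 6443000) had log2 fold changes of 1.46, 1.38, 1.30 and 1.30 in *mthf-1(ww50)*, *sams-1(ww51)*, *metr-1(ww52)* and *mtrr-1(ww56)*, each with a standard error of 0.246. Its adjusted p-values were 0.0614, 0.0775, 0.0754 and 0.0594 (limma with Benjamini-Hochberg adjustment), and with the block 0.00793, 0.00412, 0.00937 and 0.00435. *ahcy-1* (WBGene00019322, chromosome I from 6836469 to 6838140) was the most abundant of the 6, with 772 ± 22.95 TPM in the parent. Its smallest log2 fold change, 0.64 in *sams-1(ww51)*, had a standard error of 0.198 and an adjusted p of 0.16 (limma with Benjamini-Hochberg adjustment; 0.0561 with the block), against 1.56, 1.37 and 1.29 in the other mutants. With a library left out, the value of *ahcy-1* in *sams-1(ww51)* lay between 0.34 and 0.94. The difference between *sams-1(ww51)* and the other 3 mutants for *ahcy-1* did not pass the test (adjusted p = 0.315 from limma with Benjamini-Hochberg adjustment).

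**Figure D1:**
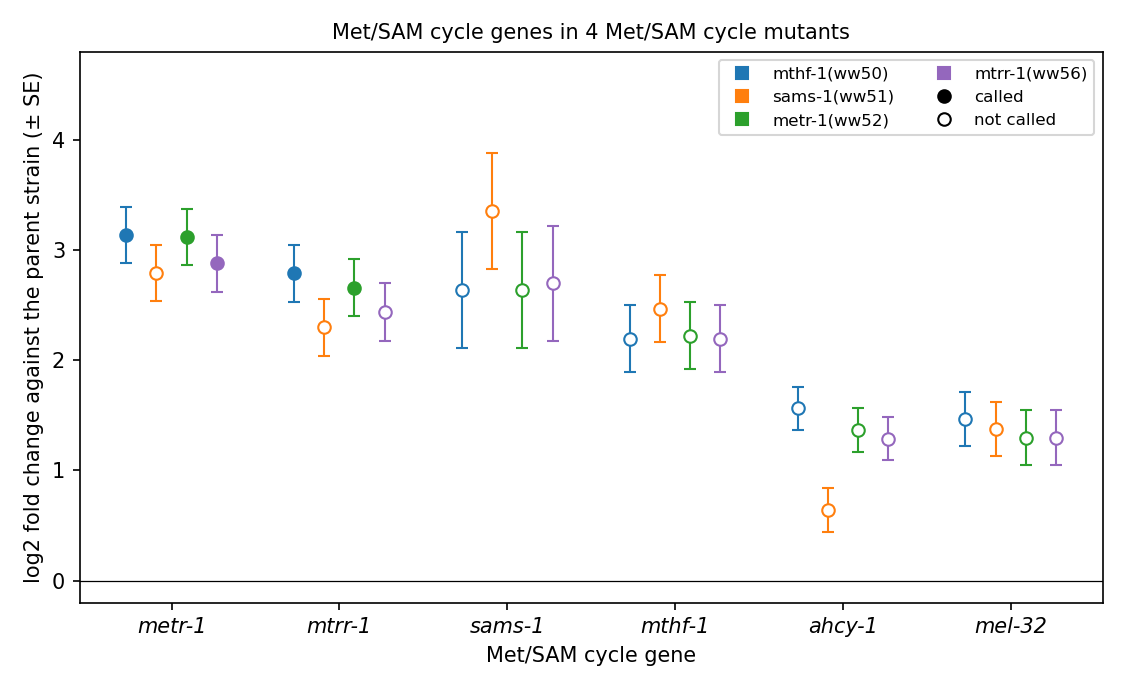
Log2 fold change against the parent strain, on the log2(TPM + 1) scale, of the 6 Met/SAM cycle genes in the 4 mutants, with colors for the mutants and bars for the standard error from limma. Filled points passed both cutoffs, and all 24 points lie above 0, from 0.64 for *ahcy-1* in *sams-1(ww51)* to 3.35 for *sams-1* in the same strain.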

Remarkably, we found that most Met/SAM cycle genes are significantly upregulated in each of the Met/SAM cycle mutants, and one of them, *mel-32*, was significantly increased in three of the four mutants (the fourth mutant just missing the selected statistical threshold) (Figure 3B, Supplementary file 2).

**Figure 3.**
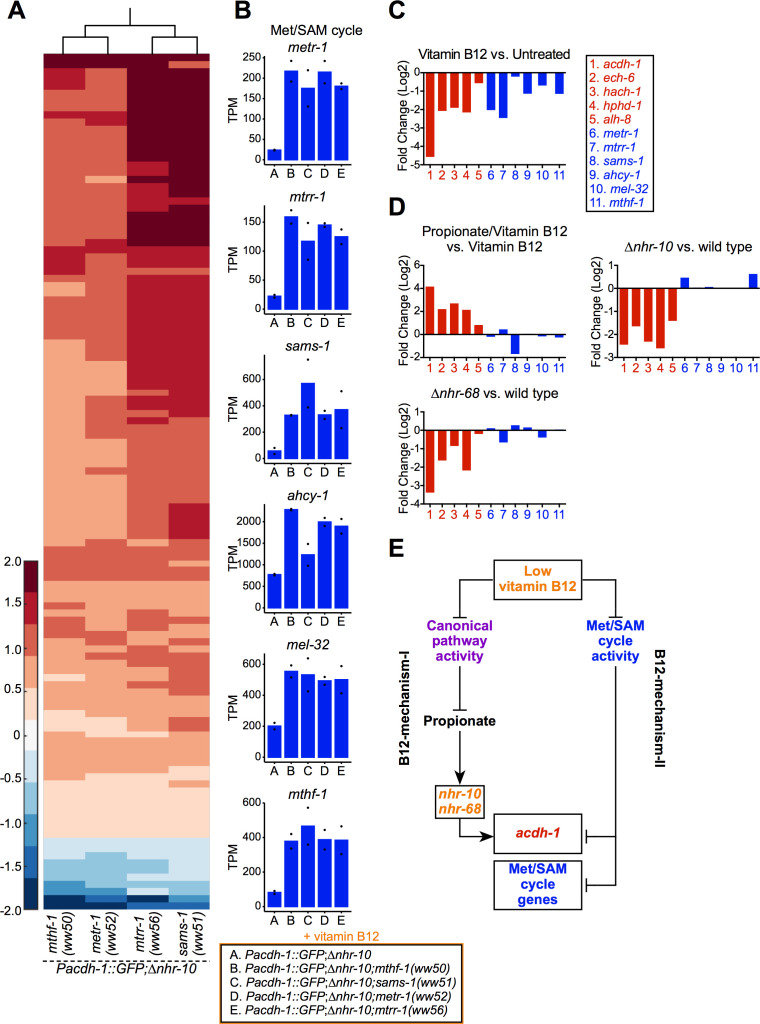
Genetic mutations in Met/SAM cycle genes activate Met/SAM cycle gene expression. (**A**) Hierarchal clustering of log10-transformed fold change RNA-seq data. Changes are relative to the *Pacdh-1::GFP;∆nhr-10* parent strain with the cutoffs of a fold change of 1.5 and a p adjusted value less than 0.01. Only genes that change in expression in all four Met/SAM cycle gene mutants are shown. (**B**) Bar graphs of Met/SAM cycle gene expression by RNA-seq in the four Met/SAM cycle mutants and in the *Pacdh-1::GFP;∆nhr-10* parent strain. Datapoints show each biological replicate and the bar represents the mean. TPM – transcripts per million. p adjusted values are provided in Supplementary file 2. (**C**) RNA-seq comparison of Met/SAM cycle (blue) and propionate shunt (red) gene expression in response to 20 nM vitamin B12. Bar represents the mean of two biological replicates. p adjusted values are provided in Supplementary file 1. (**D**) Comparison of Met/SAM cycle and propionate shunt genes in response to 20 nM vitamin B12 plus 40 mM propionate or in *nhr-10* and *nhr-68* mutant animals. Bar represents the mean of two biological replicates. p adjusted values are provided in Supplementary file 1. (**E**) Cartoon illustrating met/SAM cycle gene activation in response to B12-mechanism-II.

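The genes of Figure 3A, 110 listed as upregulated and 11 as downregulated in Supplementary file 2, were all found among the deposited genes, 5 of them through a symbol that has replaced the sequence name. Each of the 110 was more than 1.5-fold higher, and each of the 11 more than 1.5-fold lower, in the mean TPM-based values of all 4 mutants. Limma with Benjamini-Hochberg adjustment called 6 of the 110 in all 4 mutants, 11 in at least 3 and 19 in at least 1. Of the 11, it called 1 in all 4 mutants and 2 in at least 1. When the replicate number entered as a block, 20 of the 110 and 3 of the 11 were called in all 4. At an unadjusted p-value under 0.05, 99 of the 110 and all 11 passed in every mutant. Across these genes, the log2 fold changes of *mthf-1(ww50)* and *metr-1(ww52)* correlated at 0.979 and those of *sams-1(ww51)* and *mtrr-1(ww56)* at 0.956, while the other pairs of mutants lay between 0.829 and 0.936. These correlations are across genes, which are not independent replicates. All 4 mutants were also compared with the same parent libraries, and the genes were listed for changing the same way in all 4. High correlations are therefore built in, and their level does not measure how alike the mutants are. Exons of 34 of the 121 genes overlap another gene in the WBcel235 annotation, where reads could have been shared. The replicates were not alike for this list: 74 of the 110 genes (67.3%) were higher in replicate 1 than in replicate 2 in all 5 strains, compared with 1647 of the 14418 genes tested (11.42%). From the higher expression of Met/SAM cycle genes in these mutants, the paper concludes that genetic mutations in the cycle activate the expression of its genes. The paper has further evidence from other experiments, which were not re-analysed here. It reports the induction again in separately sequenced *metr-1* mutants, where it required *nhr-114*, and repression of these genes by vitamin B12.

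**Figure D2:**
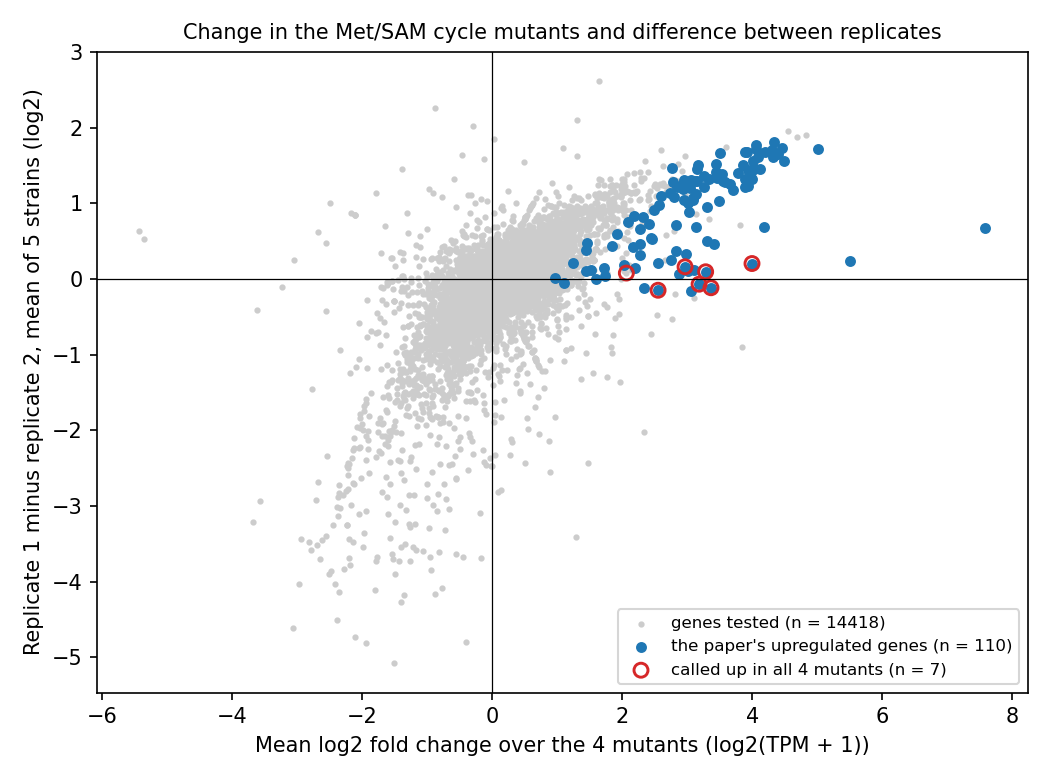
Mean log2 fold change over the 4 mutants against the parent (horizontal axis, log2(TPM + 1) scale) and mean log2 difference between replicate 1 and replicate 2 over the 5 strains (vertical axis). Grey points are the 14418 genes tested, blue points the 110 genes the paper lists as upregulated, and red circles the 7 genes called higher in all 4 mutants. Most of the blue points lie above 0 on the vertical axis, and the calls come from a fit without a replicate block, which favors genes near 0 on it.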

The finding that Met/SAM cycle genes are transcriptionally activated in response to genetic Met/SAM cycle perturbations implies that these genes may also be activated by low vitamin B12. Indeed, inspection of our previously published RNA-seq data (Bulcha et al., 2019) revealed that expression of Met/SAM cycle genes is repressed by vitamin B12 (Figure 3C, Supplementary file 1). In contrast to propionate shunt genes, however, Met/SAM cycle genes are not induced in response to propionate supplementation, nor are these genes affected in *nhr-10* or *nhr-68* mutants, which are the mediators of the propionate response (B12-mechanism-I, Figure 3D, Supplementary file 1). Therefore, Met/SAM cycle gene expression is activated by B12-mechanism-II in response to either genetic or nutritional (low vitamin B12) perturbations in the Met/SAM cycle (Figure 3E).

### nhr-114 mediates Met/SAM cycle activation in response to low Met/SAM cycle flux

How do perturbations in the Met/SAM cycle activate B12-mechanism-II? There are two components to this question: (1) which TF(s), and (2) which metabolite(s) mediate Met/SAM cycle gene induction? We first focused on identifying the TF(s) involved in B12-mechanism-II. Previously, we identified more than 40 TFs that activate the *Pacdh-1::GFP* vitamin B12 sensor in wild type animals (MacNeil et al., 2015). Subsequently, we found that only a subset of these TFs are involved in B12-mechanism-I, most specifically *nhr-10* and *nhr-68* (Bulcha et al., 2019). To identify TFs involved in B12-mechanism-II, we performed RNAi of all TFs that regulate the *acdh-1* promoter (MacNeil et al., 2015; Bulcha et al., 2019) in *Pacdh-1::GFP*;∆*nhr-10* animals harboring mutations in Met/SAM genes. As mentioned above, these animals express moderate levels of GFP in response to the activation of B12-mechanism-II by Met/SAM cycle mutations. RNAi of several TFs reduced GFP expression, including *elt-2*, *nhr-23*, *cdc-5L*, *lin-26*, *sbp-1*, and *nhr-114* (Figure 4A, Figure 4—figure supplement 1). Most of these TFs function at a high level in the intestinal gene regulatory network, elicit gross physiological phenotypes when knocked down, and are also involved in B12-mechanism-I (MacNeil et al., 2015; Bulcha et al., 2019). For instance, *elt-2* is a master regulator that is required for the intestinal expression of most if not all genes and is therefore not specific (McGhee et al., 2009; MacNeil et al., 2015). The TFs *nhr-23* and *lin-26* were not found to be involved in B12-mechanism-I and could therefore potentially be involved in B12-mechanism-II. However, RNAi of these TFs causes severe developmental delay across all strains and thus their contribution could be less specific (Figure 4—figure supplement 1). Only *nhr-114* RNAi, which we previously found not to be involved in B12-mechanism-I, specifically repressed GFP expression in the *nhr-10* deletion mutant background (Figure 4A, Figure 4—figure supplements 2 and 3; Bulcha et al., 2019). This indicates that *nhr-114* mediates the response to B12-mechanism-II. Interestingly, *nhr-114* RNAi greatly slowed development in Met/SAM cycle mutants but not in the parental strain (Figure 4A, inset, Figure 4—figure supplement 2, insets). This indicates that combined *nhr-114* and Met/SAM cycle perturbations produce a synthetic sick phenotype and points to the functional importance of *nhr-114* in Met/SAM cycle metabolism.

**Figure 4.**
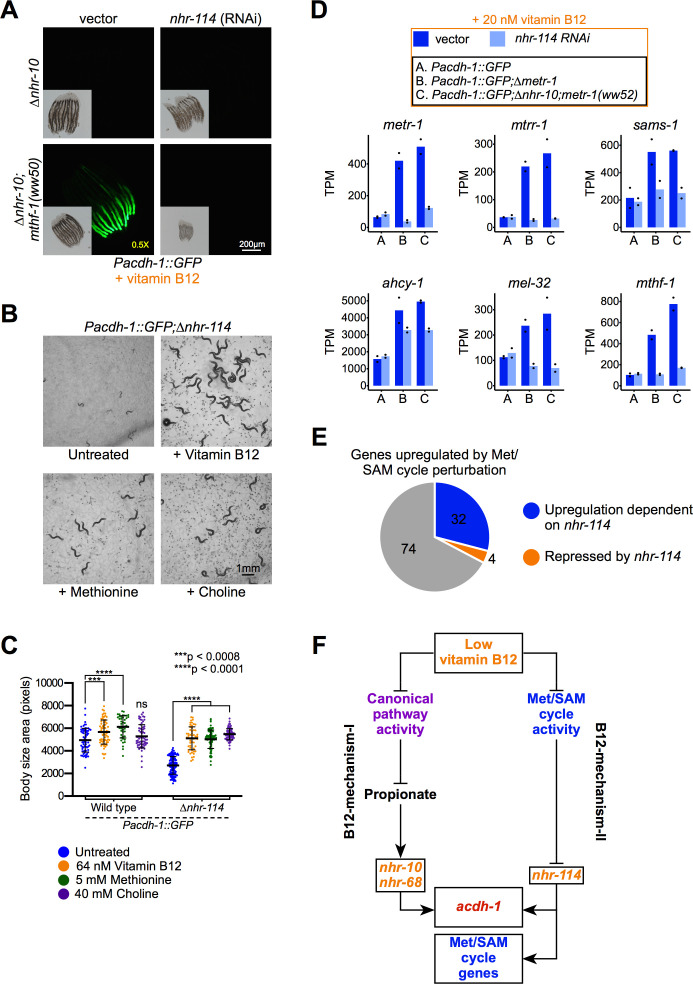
*nhr-114* is required for B12-mechanism-II in response to Met/SAM cycle perturbations. (**A**) *nhr-114* RNAi reduces GFP expression in *Pacdh-1::GFP;∆nhr-10* animals harboring Met/SAM cycle gene mutations. Insets show brightfield images. (**B**) *∆nhr-114* mutant growth and fertility phenotypes are rescued by vitamin B12, methionine or choline supplementation. Difference in exposure time is indicated in yellow. (**C**) Quantification of body size of wild type and *∆nhr-114* mutant animals that are untreated or supplemented with either vitamin B12, methionine, or choline. Trial two is shown in Figure 4—figure supplement 4. Statistical significance was determined by the Kruskal-Wallis test with post hoc comparison using Dunn’s multiple comparison test. (**D**) Bar graphs of Met/SAM cycle gene expression by RNA-seq in *Pacdh-1::GFP*, *Pacdh-1::GFP;∆metr-1 and Pacdh-1::GFP;∆nhr-10;metr-1(ww52)* animals treated with vector control or *nhr-114* RNAi. Datapoints show each biological replicate and the bar represents the mean. TPM – transcripts per million. p adjusted values are provided in Supplementary file 3. (**E**) Pie chart showing portion of genes upregulated by Met/SAM cycle perturbation that are *nhr-114* dependent. (**F**) Cartoon illustrating the requirement of *nhr-114* in B12-mechanism-II.

**Figure 4—figure supplement 1.**
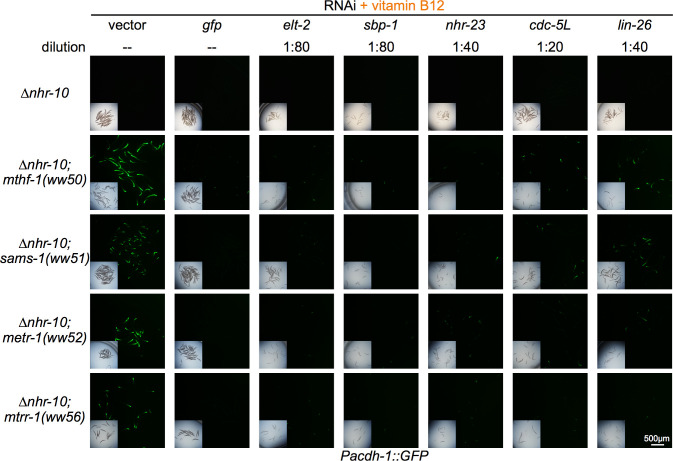
Diluted RNAi of indicated TFs repress *Pacdh-1::GFP* in met/SAM cycle mutants harboring a deletion in *nhr-10*. Some TF RNAi experiments were diluted with vector control RNAi to circumvent strong deleterious phenotypes. Dilution ratios of clone to vector by volume are indicated per clone. Insets show brightfield images.

**Figure 4—figure supplement 2.**
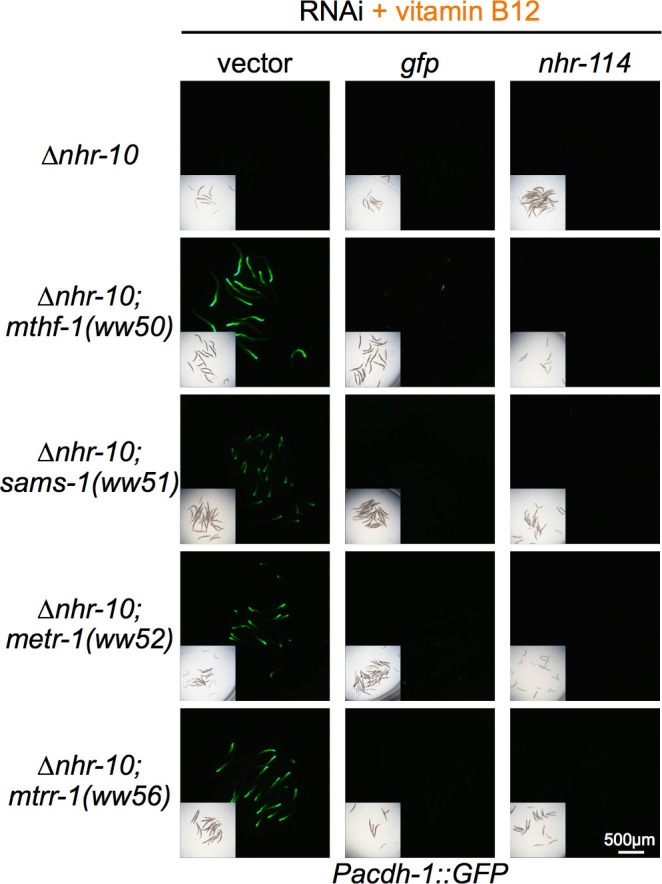
*nhr-114* RNAi represses *Pacdh-1::GFP* expression in all Met/SAM cycle mutants. Insets show brightfield images.

**Figure 4—figure supplement 3.**
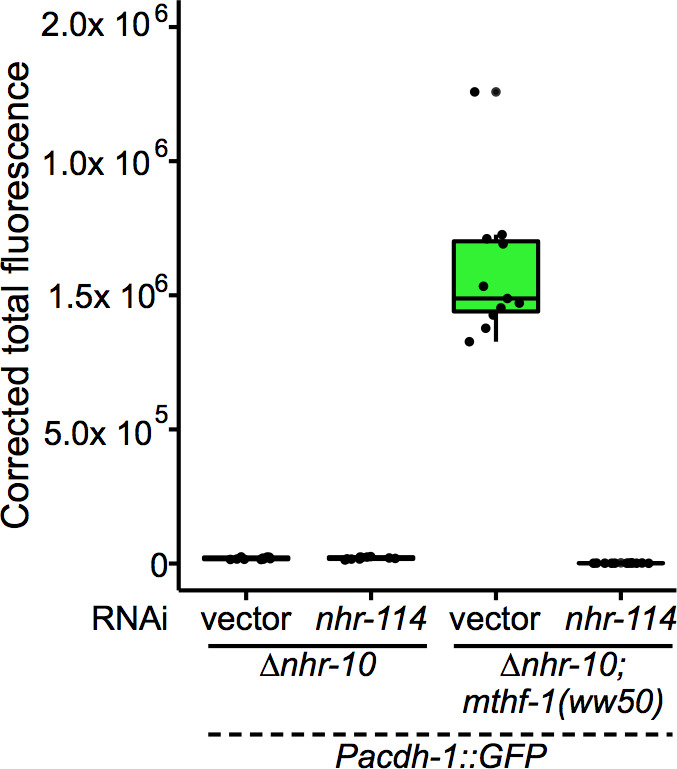
Boxplot showing median and interquartile range of normalized GFP intensity measurements of fluorescent images shown in Figure 4A.

**Figure 4—figure supplement 4.**
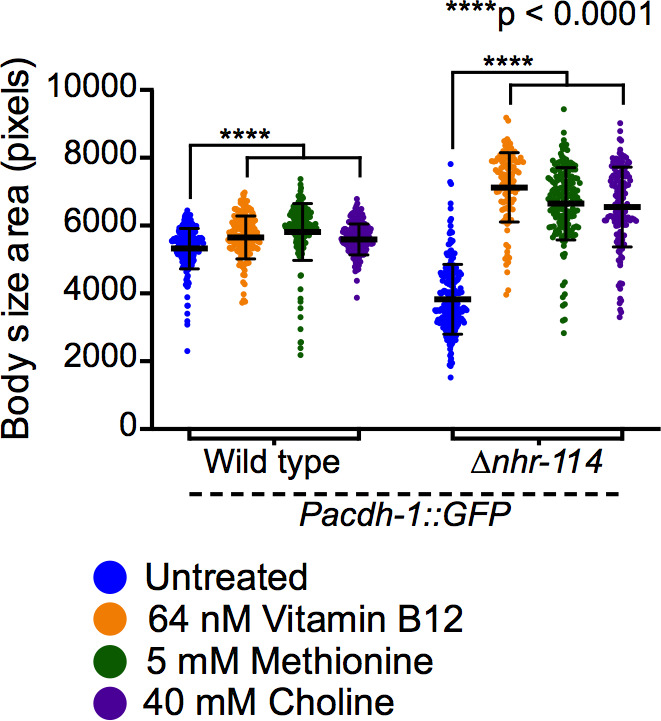
Replicate experiment of rescue of ∆*nhr-114* mutant developmental phenotype by vitamin B12, methionine, and choline shown in Figure 4C.

**Figure 4—figure supplement 5.**
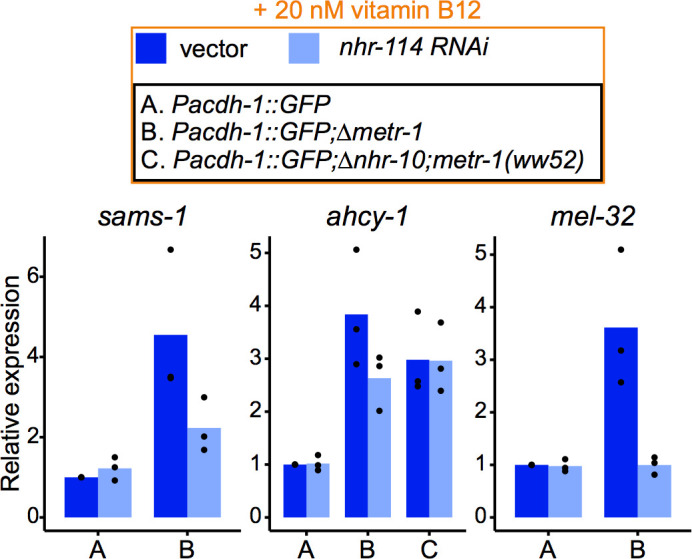
Relative mRNA level expression (fold change) as determined by qRT-PCR of Met/SAM cycle genes whose p adjusted values were high in RNA-seq shown in Figure 4D. Datapoints show each biological replicate and bar represents the mean.

Previously, it has been reported that *nhr-114* loss-of-function mutants develop slowly and are sterile when fed a diet of *E. coli* OP50 bacteria, while they grow faster and are fertile on a diet of *E. coli* HT115 (Gracida and Eckmann, 2013). *E. coli* HT115 bacteria are thought to contain higher levels of vitamin B12 than *E. coli* OP50 cells (Watson et al., 2014; Revtovich et al., 2019). Therefore, we asked whether Δ*nhr-114* mutant phenotypes could be rescued by vitamin B12 supplementation. Indeed, we found that both sterility and slow development of Δ*nhr-114* mutants fed *E. coli* OP50 could be rescued by supplementation of vitamin B12 (Figure 4B and C, Figure 4—figure supplement 4).

The Met/SAM cycle generates SAM, the major methyl donor of the cell that is critical for the synthesis of phosphatidylcholine (Ye et al., 2017; Figure 1A). It has previously been shown that perturbation of *sams-1*, which converts methionine into SAM (Figure 1A), leads to a strong reduction in fecundity and large changes in gene expression (Li et al., 2011; Ding et al., 2015). Importantly, these phenotypes can be rescued by supplementation of choline, which supports an alternative route to phosphatidylcholine biosynthesis (Walker et al., 2011; Figure 1A). Therefore, in *C. elegans*, the primary biological function of the Met/SAM cycle is to produce methyl donors that facilitate the synthesis of phosphatidylcholine. We found that the Δ*nhr-114* mutant phenotypes can also be rescued by either methionine or choline supplementation (Figure 4B and C, Figure 4—figure supplement 4). Although Gracida and Eckmann did not find that methionine rescued *nhr-114* RNAi knock down animals, it is possible this was due to methodological differences. For example, they added bulk L-amino acids and at only one concentration. The actual concentration of ingested methionine might have been masked by other amino acids or was simply too low to provide an observable rescue (Gracida and Eckmann, 2013). Rescue of *nhr-114* mutant phenotypes by choline and methionine support the hypothesis that low levels of phosphatidylcholine are the underlying cause of the Δ*nhr-114* mutant phenotypes on low vitamin B12 diets, when B12-mechanism-II cannot activate Met/SAM cycle gene expression. This result provides further support for the functional involvement of *nhr-114* in the Met/SAM cycle, and leads to the prediction that *nhr-114* activates Met/SAM cycle gene expression in response to genetic or nutritional perturbation of the cycle’s activity. To directly test this prediction, we performed RNA-seq on *Pacdh-1::GFP* and *Pacdh-1::GFP;*Δ*nhr-10;metr-1(ww52)* animals supplemented with vitamin B12 and subjected to *nhr-114* or vector control RNAi. We also included *Pacdh-1::GFP;*Δ*metr-1* animals, which have wild type *nhr-10.* We found that Met/SAM cycle genes are robustly induced in both *metr-1* mutants, recapitulating our earlier observation (Figures 4D and 3B, Figure 4—figure supplement 5, Supplementary files 3 and 2). Importantly, we found that this induction is absolutely dependent on *nhr-114* (Figure 4D, Figure 4—figure supplement 5, Supplementary file 3). Overall, the induction of 32 of the 110 genes that are upregulated by Met/SAM cycle perturbations requires *nhr-114* (Figure 4E). These genes are candidate modulators of Met/SAM cycle function. Interestingly, in the presence of vitamin B12, basal Met/SAM cycle gene expression is not affected by *nhr-114* RNAi (Figure 4D, Figure 4—figure supplement 5, Supplementary file 3). Together with the observation that *nhr-114* and Met/SAM cycle perturbations produce a synthetic sick phenotype (Figure 4A, Figure 4—figure supplement 2), this indicates that *nhr-114* is specifically involved in B12-mechanism-II, which is activated when the activity of the cycle is hampered. Taken together, perturbations in the Met/SAM cycle elicited either by low dietary vitamin B12 or by genetic perturbations activate Met/SAM cycle gene expression by B12-mechanism-II, which requires the function of *nhr-114* (Figure 4F).

### Methionine and choline supplementation suppress B12-Mechanism-II

Which metabolites are involved in the activation of B12-mechanism-II? To start addressing this question, we first performed targeted metabolomics by gas chromatography-mass spectrometry (GC-MS) on animals fed a vitamin B12-deplete *E. coli* OP50 diet with or without supplementation of vitamin B12. The enhanced activity of the Met/SAM cycle in the presence of supplemented vitamin B12 is apparent because methionine levels increase, while homocysteine levels decrease (Figure 5A). 3-hydroxypropionate levels are also dramatically decreased by vitamin B12 supplementation, because propionate is preferentially degraded by the canonical propionate breakdown pathway (Figure 5A; Watson et al., 2016). We reasoned that either low methionine, low SAM, low phosphatidylcholine or high homocysteine could activate B12-mechanism-II when activity of the Met/SAM cycle is perturbed.

**Figure 5.**
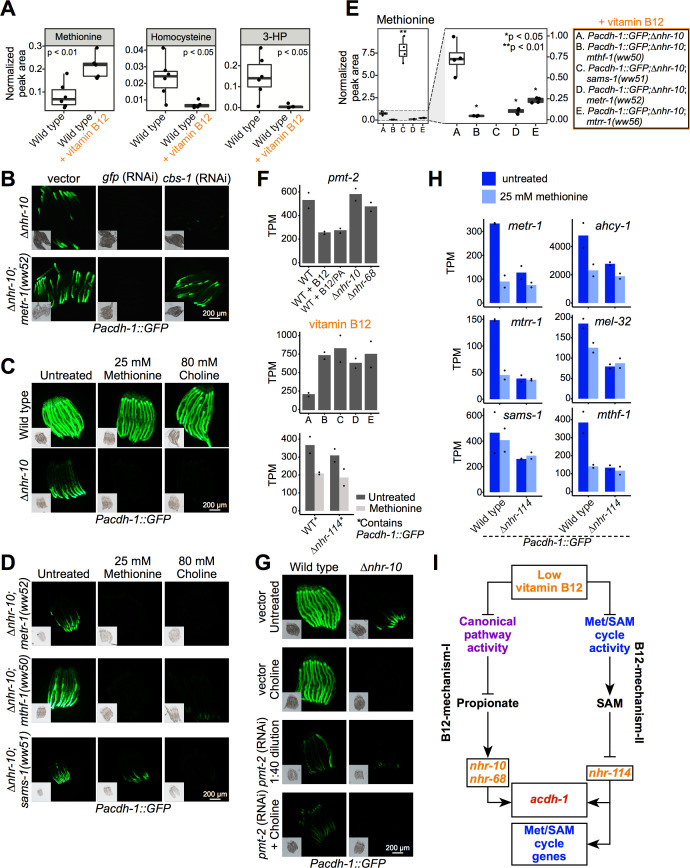
Methionine and choline supplementation suppress vitamin B12-mechanism-II. (**A**) Box plots showing GC-MS data from wild type animals fed *E. coli* OP50 with or without supplemented 64 nM vitamin B12. Statistical significance determined by two-tailed t-test. 3-HP – 3-hydroxypropionate. (**B**) *cbs-1* RNAi reduces GFP expression in *Pacdh-1::GFP;∆nhr-10* and *Pacdh-1::GFP;∆nhr-10* mutants harboring Met/SAM cycle gene mutations. (**C**) Methionine or choline supplementation represses GFP expression in *Pacdh-1::GFP;∆nhr-10* animals. Insets show brightfield images. (**D**) Methionine or choline supplementation represses GFP expression in *Pacdh-1::GFP;∆nhr-10;metr-1(ww52)* and *Pacdh-1::GFP;∆nhr-10;mthf-1(ww50)* animals, while choline but not methionine supplementation represses GFP expression in *Pacdh-1::GFP;∆nhr-10;sams-1(ww51)* animals. This experiment was performed without vitamin B12 supplementation. (**E**) GC-MS quantification of methionine levels in Met/SAM cycle mutants and in the parental strain. Statistical significance was determined using one-way ANOVA with post-hoc comparison using Dunnett’s T3 test. (**F**) RNA-seq data of *pmt-2* expression in each of the datasets. PA – propionic acid; X axis labels match legend in panel E. Datapoints show each biological replicate and the bar represents the mean. TPM – transcripts per million. p adjusted values are provided in Supplementary files 1, 2 and 4. (**G**) *pmt-2* RNAi suppresses GPF expression in *Pacdh-1::GFP;∆nhr-10* animals. *pmt-2* RNAi experiments were diluted with vector control RNAi to circumvent strong deleterious phenotypes. (**H**) Bar graphs of RNA-seq data showing Met/SAM cycle gene expression in wild type and *∆nhr-114* animals with and without methionine supplementation. p adjusted values are provided in Supplementary file 4. (**I**) Cartoon illustrating B12-mechanism-II whereby low vitamin B12 reduces Met/SAM cycle activity, leading to the depletion of SAM and the activation of met/SAM cycle gene expression mediated by *nhr-114*.

**Figure 5—figure supplement 1.**
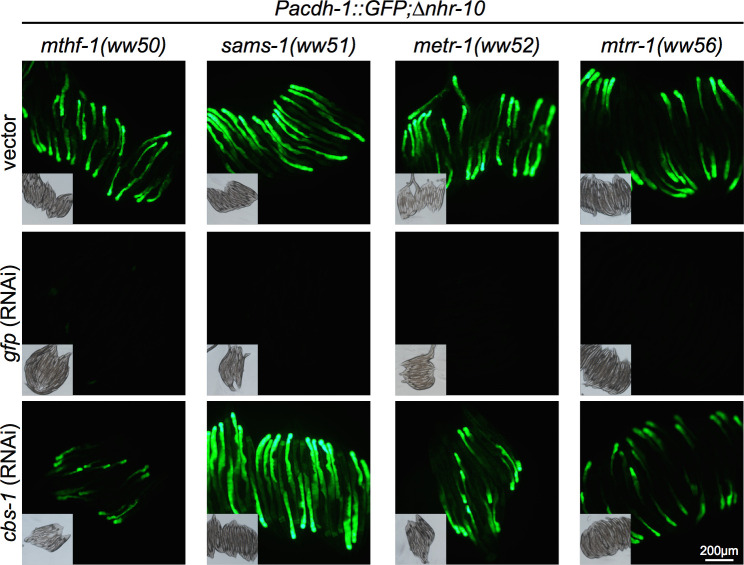
Met/SAM cycle point mutants expressing *Pacdh-1::GFP* treated with *cbs-1* RNAi. Insets are brightfield images.

**Figure 5—figure supplement 2.**
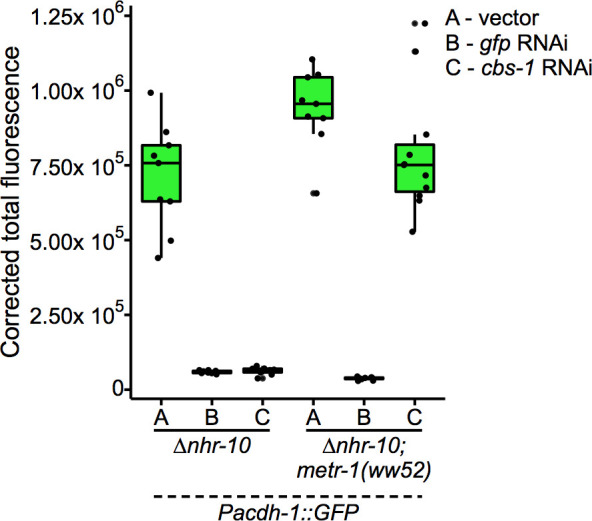
Boxplot showing median and interquartile range of normalized GFP intensity measurements of fluorescent images shown in Figure 5B.

**Figure 5—figure supplement 3.**
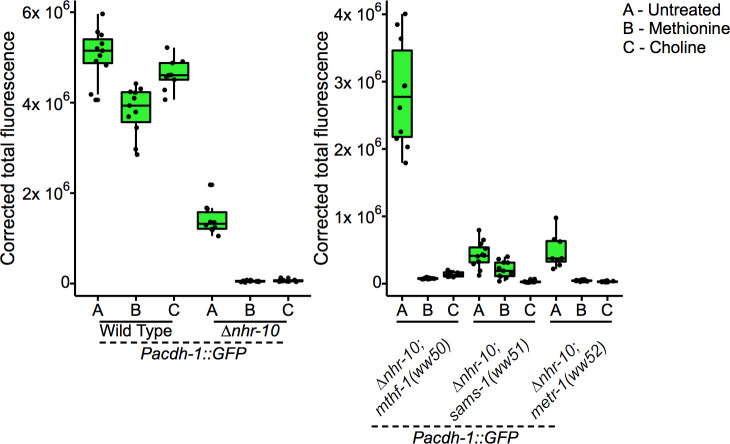
Boxplot showing median and interquartile range of normalized GFP intensity measurements of fluorescent images shown in Figure 5C and D.

**Figure 5—figure supplement 4.**
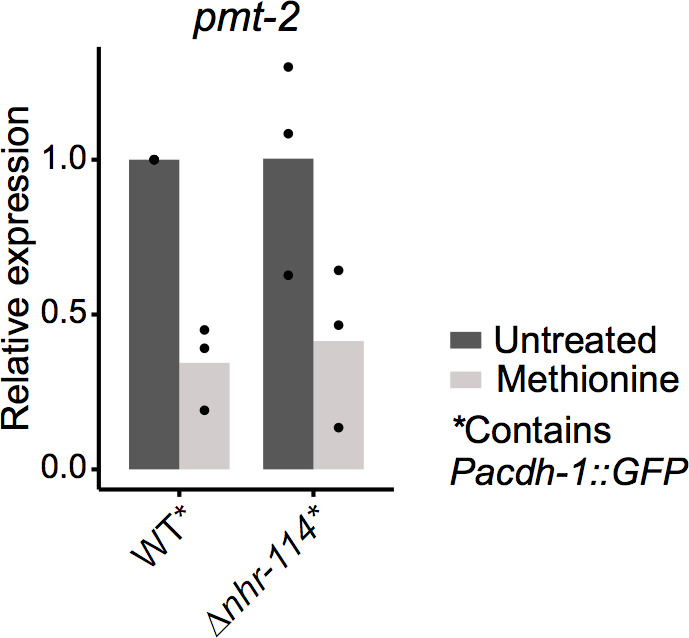
Relative mRNA level expression (fold change) as determined by qRT-PCR of *pmt-2* whose p adjusted value was high in RNA-seq shown in Figure 5F. Datapoints show each biological replicate and bar represents the mean.

**Figure 5—figure supplement 5.**
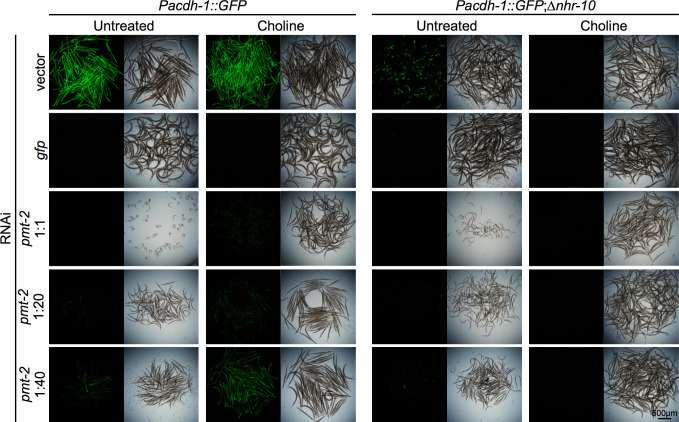
Wild type or *∆nhr-114* expressing *Pacdh-1::GFP* with *pmt-2* RNAi supplemented with and without choline. Dilutions by volume of *pmt-2* RNAi with vector control are indicated. Insets show brightfield images.

**Figure 5—figure supplement 6.**
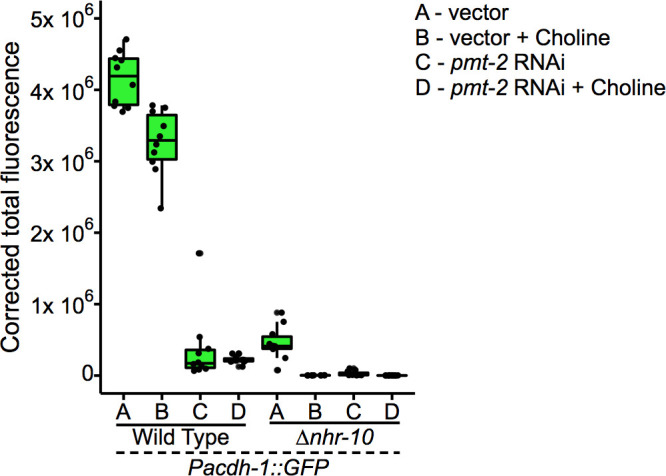
Boxplot showing median and interquartile range of normalized GFP intensity measurements of fluorescent images shown in Figure 5G.

**Figure 5—figure supplement 7.**
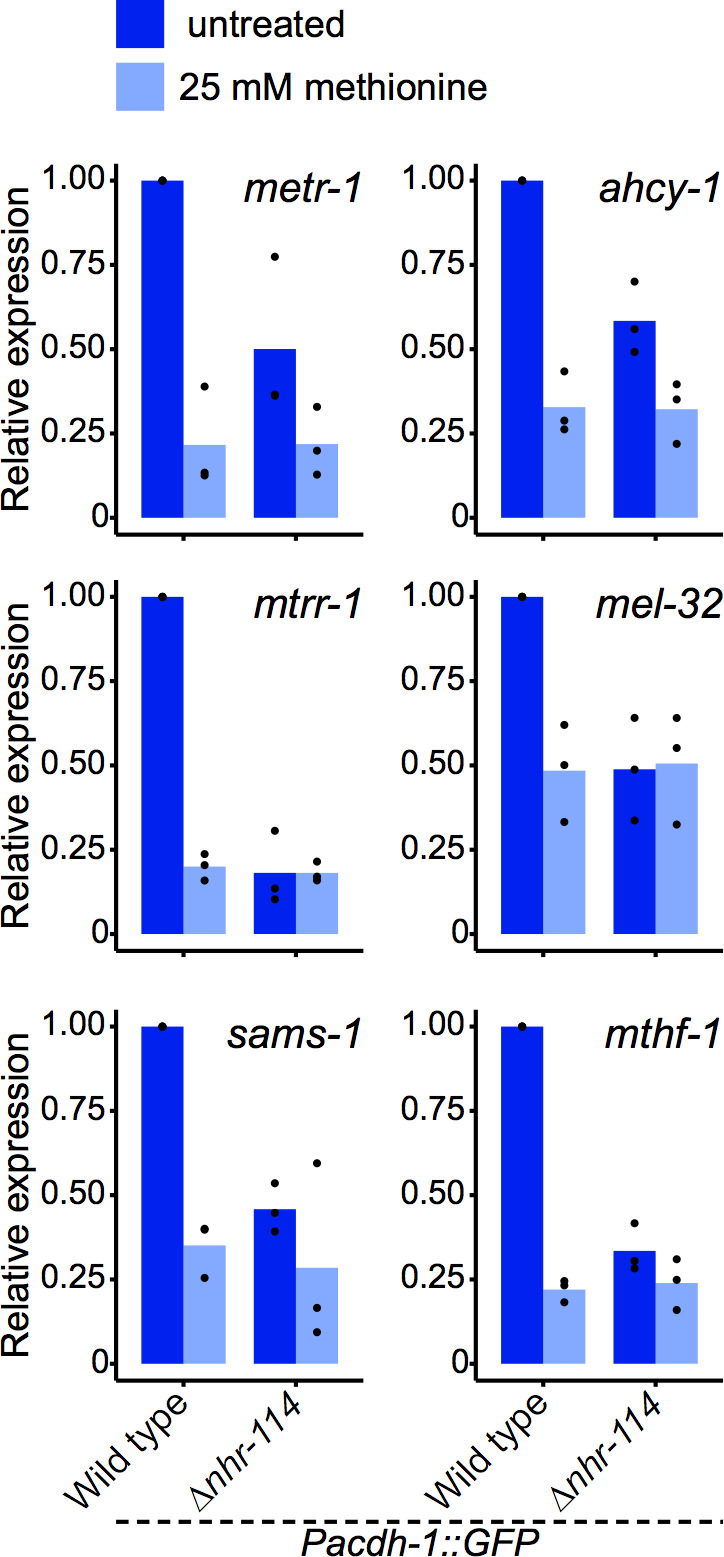
Relative mRNA level expression (fold change) as determined by qRT-PCR of Met/SAM cycle genes whose p adjusted value was high in RNA-seq shown in Figure 5H.Datapoints show each biological replicate and bar represents the mean.

We first tested the possibility that the accumulation of homocysteine in Met/SAM cycle mutants may activate B12-mechanism-II. In *C. elegans*, RNAi of *cbs-1* causes the accumulation of homocysteine (Vozdek et al., 2012). Therefore, we reasoned that, if homocysteine accumulation activates B12-mechanism-II, RNAi of *cbs-1,* should increase GFP expression in the *Pacdh-1::GFP* vitamin B12 sensor. Remarkably, however, we found the opposite: RNAi of *cbs-1* repressed GFP expression in *Pacdh-1::GFP;∆nhr-10* animals but not in the Met/SAM cycle mutants (Figure 5B, Figure 5—figure supplements 1 and 2). This indicates that a build-up of homocysteine is not the metabolic mechanism that activates B12-mechanism-II. The repression of GFP expression by *cbs-1* RNAi in *Pacdh-1::GFP;∆nhr-10* animals could be explained by a decrease in the conversion of homocysteine into cystathionine and an increase in the conversion into methionine resulting in support of Met/SAM cycle activity (Figure 1A). In sum, B12-mechanism-II is not activated by a build-up of homocysteine.

Next, we explored whether low methionine, low SAM or low phosphatidylcholine activates B12-mechanism-II. We found that either methionine or choline supplementation dramatically repressed GFP expression in *Pacdh-1::GFP*;Δ*nhr-10* animals (Figure 5C, Figure 5—figure supplement 3). However, neither metabolite greatly affected GFP levels in wild type reporter animals (Figure 5C, Figure 5—figure supplement 3). Since these animals are fed vitamin B12-depleted *E. coli* OP50 bacteria and have functional *nhr-10* and *nhr-68* TFs, GFP expression is likely high due to propionate accumulation, that is, B12-mechanism-I. Importantly, either methionine or choline supplementation also repressed GFP expression induced by B12-mechanism-II due to mutations in *metr-1* or *mthf-1* (Figure 5D, Figure 5—figure supplement 3). However, while choline supplementation repressed GFP expression in *sams-1(ww51)* mutants, methionine supplementation did not (Figure 5D, Figure 5—figure supplement 3). SAMS-1 converts methionine into SAM, and methionine levels are greatly increased in *sams-1* mutant animals, while being reduced in *metr-1*, *mtrr-1*, and *mthf-1* mutants (Figures 1A and 5E). Since methionine levels are elevated in *sams-1* mutants, and because methionine supplementation cannot suppress GFP expression in these mutants, these results indicate that low methionine is not the direct activator of B12-mechanism-II, but rather that it is either low SAM, or low phosphatidylcholine, both of which require methionine for their synthesis. In *metr-1* and *mthf-1* mutants methionine supplementation supports the synthesis of SAM and phosphatidylcholine, and in these mutants, methionine supplementation would therefore act indirectly. We did observe a mild reduction in GFP levels upon methionine supplementation in *sams-1(ww51)* animals likely because it is not a complete loss-of-function allele, and/or functional redundancy with three other *sams* genes (Figure 5D, Figure 5—figure supplement 3).

To distinguish between the possibilities of low SAM or low phosphatidylcholine activating B12-mechanism-II, we next focused on *pmt-2*. PMT-2 is involved in the second step of the conversion of phosphatidylethanolamine into phosphatidylcholine (Yilmaz and Walhout, 2016; Figure 1A). The expression of *pmt-2* is repressed by vitamin B12, but not activated by propionate, is not under the control of *nhr-10* or *nhr-68*, and is activated in Met/SAM cycle mutants (Bulcha et al., 2019; Figure 5F, Figure 5—figure supplement 4, Supplementary files 1 and 2). 

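In the Met/SAM cycle mutants, *pmt-2* (WBGene00018811) was measured on chromosome V of WBcel235 from 4628580 to 4635263. Its TPM was 201 ± 35.2 (SD, n = 2) in the *Pacdh-1::GFP;∆nhr-10* parent, 728 ± 66.4 in *mthf-1(ww50)*, 822 ± 255 in *sams-1(ww51)*, 624 ± 94.3 in *metr-1(ww52)* and 746 ± 249 in *mtrr-1(ww56)*. Every mutant library was above both parent libraries. The log2 fold changes were 1.86, 2.00, 1.64 and 1.86, each with a standard error of 0.298. Their adjusted p-values were 0.0502, 0.0556, 0.0651 and 0.0515 (limma with Benjamini-Hochberg adjustment), so the gene passed the cutoffs in no mutant, although all 4 comparisons had an unadjusted p-value under 0.05. A block for the replicate number gave 0.00458, 0.003, 0.00576 and 0.00363, and the gene passed in all 4. Replicate 1 was higher than replicate 2 in each of the 5 strains.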

We reasoned that *pmt-2* RNAi might allow us to discriminate whether low SAM or low phosphatidylcholine activates B12-mechanism-II. Specifically, we would expect *pmt-2* RNAi to activate B12-mechanism-II if low phosphatidylcholine is the main cause, and consequently that GFP expression would increase. Due to the severe growth delay caused by RNAi of *pmt-2*, we diluted the RNAi bacteria with vector control bacteria. We found that *pmt-2* RNAi decreased GFP expression particularly in *Pacdh-1::GFP*;Δ*nhr-10* animals (Figure 5G, Figure 5—figure supplements 5 and 6). Predictably, choline supplementation rescued the growth defect caused by *pmt-2* RNAi. While it is possible that RNAi may cause off-target effects, the rescue by choline suggests that the knock down by *pmt-2* RNAi is specific. Importantly, in both choline-supplemented and dilute RNAi conditions, *pmt-2* RNAi repressed *Pacdh-1::GFP*. Therefore, we conclude that low phosphatidylcholine is not the inducer of B12-mechanism-II. Instead, our results support a model in which low SAM levels activate B12-mechanism-II. *pmt-2* RNAi likely represses the *Pacdh-1::GFP* transgene because SAM levels increase when the methylation reaction converting phosphatidylethanolamine into phosphatidylcholine, which depends on SAM is blocked (Ye et al., 2017). Taken together, our data support a model in which low Met/SAM cycle activity results in low SAM levels, which activates B12-mechanism-II.

Next, we asked whether *nhr-114* is required for the transcriptional response to low SAM. Since SAM is not stable and may not be easily absorbed by *C. elegans*, we used methionine supplementation, which supports SAM synthesis, except in *sams-1* mutant animals. We performed RNA-seq in wild type and Δ*nhr-114* mutant animals with or without methionine supplementation and found that Met/SAM cycle genes are repressed by methionine supplementation in wild type, but not Δ*nhr-114* mutant animals (Figure 5H, Figure 5—figure supplement 7, Supplementary file 4). Therefore, low SAM levels due to vitamin B12 depletion activate B12-mechanism-II in an *nhr-114*-dependent manner (Figure 5I).

### B12-mechanism-II activates influx and represses efflux of the Met/SAM cycle

Some of the most strongly regulated vitamin B12-repressed genes include *msra-1* and *pmp-5* (Figure 6A and B, Supplementary file 1; Bulcha et al., 2019). In the forward genetic screen, we identified a mutation in *pmp-5* that activates the *Pacdh-1::GFP* transgene in ∆*nhr-10* mutant animals in the presence of supplemented vitamin B12. As mentioned above, *pmp-5* is an ortholog of human *ABCD4*, which encodes a vitamin B12 transporter (Coelho et al., 2012). Thus, increased B12 transport may be used by the animal as a mechanism to increase Met/SAM cycle activity. *msra-1* encodes methionine sulfoxide reductase that reduces methionine sulfoxide to methionine (Figure 1A). This gene provides an entry point into the Met/SAM cycle by increasing levels of methionine. This observation prompted us to hypothesize that perturbation of Met/SAM cycle activity, either by low dietary vitamin B12 or by genetic perturbations in the cycle, may activate the expression of these genes. Indeed, both genes are induced in the Met/SAM cycle mutants (Figure 6A and B, Supplementary file 2). 

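*msra-1* (WBGene00018393) lies on chromosome II of WBcel235 from 7363220 to 7364040, and 41 bp of its exons overlap *insc-1* on the other strand. It rose from 67.6 ± 19.4 TPM (SD, n = 2) in the *Pacdh-1::GFP;∆nhr-10* parent to 1737 ± 292 in *mthf-1(ww50)*, 945 ± 663 in *sams-1(ww51)*, 1239 ± 200.5 in *metr-1(ww52)* and 1294 ± 391 in *mtrr-1(ww56)*. The log2 fold changes were 4.68, 3.61, 4.197 and 4.24, each with a standard error of 0.4997. Their adjusted p-values were 0.0142, 0.0466, 0.016 and 0.0199 (limma with Benjamini-Hochberg adjustment), above the cutoff of 0.01 in each mutant. With a replicate block they were 0.00255, 0.00341, 0.00332 and 0.00324, and the gene was called in all 4. *pmp-5* (WBGene00004062), on chromosome V from 6662191 to 6665813, rose from 13.1 ± 0.948 TPM to 167 ± 1.01, 115 ± 28.3, 152 ± 10.8 and 119 ± 0.219 in the same order of strains. Its log2 fold changes were 3.58, 3.02, 3.44 and 3.09 with a standard error of 0.168. The adjusted p-values from limma with Benjamini-Hochberg adjustment were 0.000427, 0.00137, 0.000741 and 0.000776, and with the block 0.000607, 0.00195, 0.000937 and 0.00181. It was called in all 4 mutants by both fits.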

Further, both genes are repressed by methionine supplementation, in an *nhr-114*-dependent manner (Figure 6A and B, Supplementary file 4). As a putative transporter of vitamin B12 from the lysosome to the cytosol, *pmp-5* is also important for vitamin B12-mechanism-I. Indeed, pmp-5 is upregulated in response to propionate supplementation, and is also regulated by *nhr-10* and *nhr-68* (Figure 6B, Supplementary file 1). 

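In the Met/SAM cycle mutants, *cbs-1* (WBGene00013866, chromosome X of WBcel235 from 10054275 to 10057528) fell from 25.8 and 16.1 TPM in the *Pacdh-1::GFP;∆nhr-10* parent replicates to between 4.34 and 7.53 TPM in the 8 mutant libraries. The log2 fold changes were -1.85 in *mthf-1(ww50)*, -1.41 in *sams-1(ww51)*, -1.64 in *metr-1(ww52)* and -1.57 in *mtrr-1(ww56)*, each with a standard error of 0.239. Their adjusted p-values were 0.0245, 0.0752, 0.0292 and 0.0462 (limma with Benjamini-Hochberg adjustment), and with the replicate number as a block 0.0232, 0.0199, 0.0223 and 0.0115. The gene thus passed the cutoff of 0.01 in no mutant in either fit. In 3 of the mutants it passed a cutoff of 0.05 without the block, and in every mutant with it. With a library left out, the log2 fold change stayed below 0 in every mutant, between -2.17 and -1.08.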

We also noticed that the expression level changes of *cbs-1* are opposite of those of *msra-1* and *pmp-5: cbs-1* is activated by vitamin B12, repressed in Met/SAM cycle mutants, and activated by methionine in an *nhr-114*-dependent manner (Figure 6C, Figure 6—figure supplement 1, Supplementary files 1, 2 and 4). As mentioned above, *cbs-1* encodes cystathionine beta synthase, which converts homocysteine into cystathionine (Figure 1A). Reduced *cbs-1* expression upon Met/SAM cycle perturbations would therefore likely prevent carbon efflux. 

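*nhr-114* (WBGene00003704), on chromosome V of WBcel235 from 4187202 to 4190008, was listed at 16.3 and 9.67 TPM in the replicates of the *Pacdh-1::GFP;∆nhr-10* parent. In the mutants its TPM was 100.4 ± 4.46 (SD, n = 2) in *mthf-1(ww50)*, 43.8 ± 14.4 in *sams-1(ww51)*, 83.8 ± 6.34 in *metr-1(ww52)* and 49.8 ± 3.98 in *mtrr-1(ww56)*. The log2 fold changes were 2.90, 1.68, 2.64 and 1.90, each with a standard error of 0.28. Their adjusted p-values were 0.00916, 0.0752, 0.0103 and 0.0414 (limma with Benjamini-Hochberg adjustment), so the gene was called in *mthf-1(ww50)* alone. With the replicate number as a block they were 0.00387, 0.00822, 0.00454 and 0.00519, and it was called in all 4 mutants. The smaller rise in *sams-1(ww51)* than in the other 3 mutants, -0.80 on the log2 scale, did not pass the test of that difference (adjusted p = 0.452 from limma with Benjamini-Hochberg adjustment).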

Finally, *nhr-114* expression itself is repressed by both vitamin B12 and methionine and activated by perturbations in Met/SAM cycle genes (Figure 6D, Supplementary files 1, 2 and 4). This suggests that *nhr-114* activates its own expression, similarly as the auto-activation of *nhr-68* in response to propionate accumulation (Bulcha et al., 2019). *nhr-114* expression is not under the control of B12-mechanism-I because it does not change when propionate is supplemented or when *nhr-10* is deleted. However, *nhr-114* is mildly repressed in Δ*nhr-68* mutants. This suggests that there may be some crosstalk between the two B12 mechanisms (Figure 6D; Bulcha et al., 2019). Taken together, B12-mechanism-II is employed when Met/SAM cycle activity is perturbed to increase Met/SAM cycle gene expression as well as Met/SAM cycle activity and influx, and to decrease Met/SAM cycle efflux (Figure 7).

**Figure 6.**
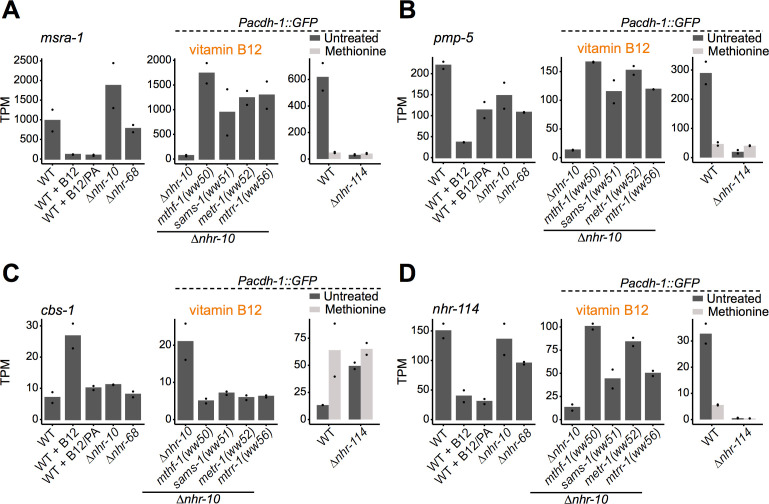
*nhr-114* transcriptionally regulates Met/SAM cycle influx and efflux. (**A, B, C**) RNA-seq data from each of the experiments for *msra-1* (**A**), *pmp-5* (**B**), *cbs-1* (**C**) and *nhr-114* (**D**). Datapoints show each biological replicate and the bar represents the mean. TPM – transcripts per million. p adjusted values are provided in Supplementary files 1, 2 and 4.

**Figure 6—figure supplement 1.**
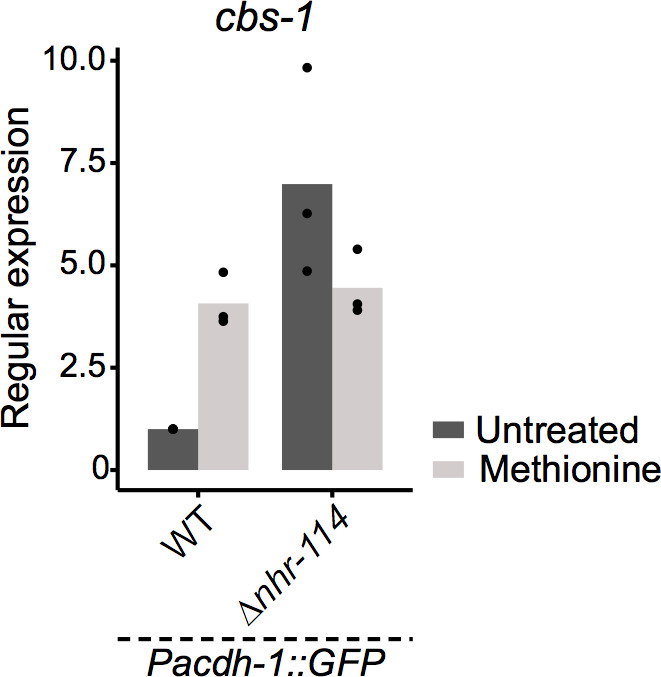
Relative mRNA level expression (fold change) as determined by qRT-PCR of *cbs-1* whose p adjusted value was high in RNA-seq shown in Figure 6C. Datapoints show each biological replicate and bar represents the mean.

**Figure 7.**
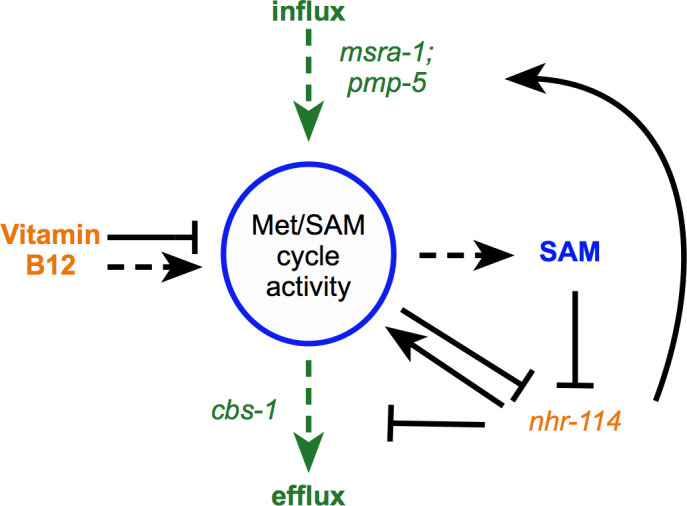
Model of B12-mechanism-II. Vitamin B12 modulates the transcription of Met/SAM cycle genes and controls in/efflux through the sensing of SAM by *nhr-114*. Dashed arrows indicate regulation of metabolic activity. Solid arrows indicate transcriptional regulation. Vitamin B12 increases Met/SAM cycle metabolic activity producing SAM, which represses *nhr-114* transcription thereby reducing the expression of Met/SAM cycle related genes.

## Discussion

We have discovered a second mechanism by which vitamin B12 regulates gene expression in *C. elegans*. This B12-mechanism-II is different from B12-mechanism-I, which we previously reported to transcriptionally activate a propionate shunt in response to persistent accumulation of this short-chain fatty acid (Bulcha et al., 2019). B12-mechanism-I is activated under low dietary vitamin B12 conditions, or when the canonical vitamin B12-dependent propionate breakdown pathway is genetically perturbed (Watson et al., 2016; Bulcha et al., 2019). B12-mechanism-I is elicited by two TFs, *nhr-10* and *nhr-68* that function as a persistence detector in a type I coherent feed-forward loop with AND-logic gate (Bulcha et al., 2019). We unraveled B12-mechanism-II in animals lacking *nhr-10* that cannot employ B12-mechanism-I (Bulcha et al., 2019). B12-mechanism-II targets the other vitamin B12-dependent metabolic pathway in *C. elegans*: the Met/SAM cycle. It is activated by low activity of this cycle that results in low levels of SAM and the activation of another NHR TF, *nhr-114*, which is not involved in B12-mechanism-I (Bulcha et al., 2019).

The discovery that Met/SAM cycle activity is sensed by a gene regulatory network resulting in the adjustment of Met/SAM cycle gene expression and in- and efflux modulation indicates that the animal strives to maintain the activity of this cycle in a tight metabolic regime to support development and homeostasis. Too little activity hampers the synthesis of phosphatidylcholine, an essential membrane component required for proliferation and growth, thereby inducing sterility and developmental delay. It is more difficult to assess why excessive Met/SAM cycle activity could be deleterious. One possibility may be the connection between Met/SAM cycle activity and folate status. When homocysteine levels are increased, the *metr-1* reaction is driven toward methionine production and consequently 5-methyltetrahydrofolate (5-meTHF) and folate are depleted (Hasan et al., 2019). The folate cycle is essential in maintaining nucleotide and NADPH pools, which are required for biomass and redox homeostasis (Locasale, 2013). SAM is not only required for the biosynthesis of phosphatidylcholine, but also it is the methyl donor for histone methylation (Towbin et al., 2012). High production of SAM could result in extensive histone modifications, which may result in aberrant overall gene expression (Mentch et al., 2015).

Previously, it has been shown that *sbp-1* is important for the expression of Met/SAM cycle genes (Walker et al., 2011). Interestingly, however, *sbp-1* is not specific to B12-mechanism-II as its perturbation also affects the response to propionate accumulation (Bulcha et al., 2019) (this study). Since *sbp-1* functions at a high level in the intestinal gene regulatory network, that is, it influences many gene expression programs, (MacNeil et al., 2015), it is likely that *sbp-1* responds to multiple different metabolic imbalances and activates each B12-mechanism. In support of this, *sbp-1* activates both *nhr-68* and *nhr-114*, which are important for B12-mechanism-I and B12-mechanism-II, respectively (Walker et al., 2011; MacNeil et al., 2015). Future studies will reveal the detailed wiring of *sbp-1*, *nhr-10*, *nhr-68*, and *nhr-114* into increasingly intricate gene regulatory networks.

The precise molecular mechanism by which the different NHRs mediate the two B12-mechanisms remains to be elucidated. We have previously shown that NHR-10 physically interacts with the *acdh-1* promoter (Arda et al., 2010; Fuxman Bass et al., 2016). However, we did not detect any insightful physical promoter-DNA or protein-protein interactions for either NHR-68 or NHR-114, and therefore it is not yet known which promoters or other TFs these TFs bind to (Reece-Hoyes et al., 2013; Fuxman Bass et al., 2016). It is also not yet clear how high propionate or low SAM levels are sensed. Since NHRs are liganded TFs, an interesting possibility would be that these metabolites function as ligands where propionate would interact with and activate NHR-10 and/or NHR-68, and SAM would interact with and inhibit NHR-114. Alternatively, the ratio between SAM and S-adenosylhomocysteine (SAH, Figure 1A) could be sensed by *nhr-114*, either directly or indirectly. Future detailed studies of propionate shunt and Met/SAM cycle gene promoters will likely provide insights into the molecular mechanisms governing both B12-mechanisms.

We have used the *Pacdh-1::GFP* dietary reporter as a crucial tool to elucidate B12-mechanism-I and B12-mechanism-II. While the reason for activating *acdh-1* expression by B12-mechanism-I is clear (it supports an alternate propionate breakdown mechanism), the reason for inducing this gene in response to Met/SAM cycle perturbations remains unclear. There are two possibilities: either perturbations in the Met/SAM cycle produce propionate which requires ACDH-1 to be degraded, or ACDH-1 catalyzes another reaction in addition to the conversion of propionyl-CoA into acrylyl-CoA. Future studies are required to determine if and how *acdh-1* functions in Met/SAM cycle metabolism.

Taken together, we have uncovered a second mechanism of gene regulation by vitamin B12 that ensures the flux of Met/SAM cycle metabolism to be in a tight, homeostatic regime.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Caenorhabditis elegans*)	N2; wild type	Wormbase	RRID:WB-STRAIN: WBStrain00000001	Laboratory reference strain/wild type
Strain, strain background (*C. elegans*)	TM4695; ∆*nhr-10*	• Wormbase	Wormbase ID: WBVar00253059	Genotype: *nhr-10(tm4695) III*
Strain, strain background (*C. elegans*)	VC1527; ∆*nhr-68*	Wormbase	RRID:WB-STRAIN: WBStrain00036665	Genotype: *nhr-68(gk708) V*
Strain, strain background (*C. elegans*)	VL749; *Pacdh-1::GFP*	Wormbase	RRID:WB-STRAIN: WBStrain00040155	Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)]*
Strain, strain background (*C. elegans*)	VL868; *‘Pacdh-1::GFP;∆nhr-10’*	PMID:23540701		Genotype: *wwIs24[Pacdh-1::GFP; unc-119(+)];nhr-10(tm4695)*
Strain, strain background (*C. elegans*)	VL1127; ‘*Pacdh-1::GFP;∆nhr-114*’	PMID:26430702		Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)];nhr-114(gk849)*
Strain, strain background (*C. elegans*)	VL1102; ‘*Pacdh-1::GFP;∆metr-1’*	PMID:23540702		Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)];metr-1(ok521)*
Strain, strain background (*C. elegans*)	VL1115; ‘*Pacdh-1::GFP;∆sams-1*’	PMID:23540702		Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)];sams-1(ok2946)*
Strain, strain background (*C. elegans*)	CB4856	Wormbase	RRID:WB-STRAIN: WBStrain00004602	Wild isolate
Strain, strain background (*C. elegans*)	VL1199; ‘*Pacdh-1::GFP;∆nhr-10;mthf-1(ww50)*’	This paper		See Materials and methods, Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)];nhr-10(tm4695);mthf-1(ww50)*
Strain, strain background (*C. elegans*)	VL1200; ‘*Pacdh-1::GFP;∆nhr-10;sams-1(ww51)*’	This paper		See Materials and methods, Genotype: *wwIs24[Pacdh-1::* *GFP;unc-119(+)];nhr-10(tm4695);sams-1(ww51)*
Strain, strain background (*C. elegans*)	VL1201; ‘*Pacdh-1::GFP;∆nhr-10;metr-1(ww52)*’	This paper		See Materials and methods, Genotype: *wwIs24[Pacdh-1::GFP;unc-119(+)];nhr-10(tm4695);metr-1(ww52)*
Strain, strain background (*C. elegans*)	VL1205; ‘*Pacdh-1::GFP;∆nhr-10;mtrr-1(ww56)*’	This paper		See Materials and methods, Genotype:*wwIs24[Pacdh-1::GFP;unc-119(+)];nhr-10(tm4695);mtrr-1(ww56)*
Sequence-based reagent	q_act-1_F	PMID:23540702	qPCR primers	ctcttgccccatcaaccatg
Sequence-based reagent	q_act-1_R	PMID:23540702	qPCR primers	cttgcttggagatccacatc
Sequence-based reagent	q_ama-1_F	PMID:23540702	qPCR primers	agtgccgagattgaaggaga
Sequence-based reagent	q_ama-1_R	PMID:23540702	qPCR primers	gtattgcatgttacctttttcaacg
Sequence-based reagent	q_metr-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, GGAGCAGCTACTGGTAGAC
Sequence-based reagent	q_metr-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, CACAGATGGCGAAATTGAGAG
Sequence-based reagent	q_mtrr-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, TACGTTCTTCTCGGTCTCG
Sequence-based reagent	q_mtrr-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, AGAGCTGTCAGTTGTTTGTC
Sequence-based reagent	q_sams-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, ATTATCAAGGAGCTCGACCT
Sequence-based reagent	q_sams-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, ATGGGAACTCAGAGTGACC
Sequence-based reagent	q_ahcy-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, CGATTGCGAGATTGACGTC
Sequence-based reagent	q_ahcy-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, GTGTAACGGTCAACCTGTG
Sequence-based reagent	q_mel-32_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, TGACTCATGGATTCTTCACCC
Sequence-based reagent	q_mel-32_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, GATCAACCTTGTATGGAAGAGAC
Sequence-based reagent	q_mthf-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, GTTGAGACCGATGAGAATGC
Sequence-based reagent	q_mthf-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, TTCATAATGCTTTGGTGACCAG
Sequence-based reagent	q_pmt-2_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, TTCATGTCGAAGTTTACCCA
Sequence-based reagent	q_pmt-2_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, GTCCTTCTCGATGTATCCG
Sequence-based reagent	q_cbs-1_F	This paper	qPCR primers	Used for qRT-PCR as described in methods, GAAGCTAGAGTATCTCAATATTGCG
Sequence-based reagent	q_cbs-1_R	This paper	qPCR primers	Used for qRT-PCR as described in methods, CCAATCTCTTCAGCAAACTGG
Software, algorithm	CloudMap	PMID:23051646		
Software, algorithm	DolphinNext	PMID:32306927		
Software, algorithm	DESeq2	PMID:25516281	RRID:SCR_01568	
Software, algorithm	WormFinder.m	This paper		See methods, Available on github: https://github.com/shiaway/wormFinder/blob/master/wormFinder.m
Software, algorithm	GETprime	PMID:21917859		
Software, algorithm	fiji/imageJ	PMID:22743772	RRID:SCR_002285	

### *C. elegans* strains

Animals were maintained on nematode growth media (NGM) as described (Brenner, 1974) with the following modifications. Soy peptone (Thomas Scientific) was used in place of bactopeptone and 0.64 nM vitamin B12 was added to maintain strains. N2 (Bristol) was used as the wild type strain. Animals were fed a diet of *E. coli* OP50 unless otherwise noted. The *wwIs24[Pacdh-1::GFP + unc-119(+)]* (VL749) strain was described previously (Arda et al., 2010; MacNeil et al., 2013). *nhr-114(gk849)*, *metr-1(ok521)*, and *sams-1(ok 2946)* were retrieved from the *C. elegans* Gene Knock-out Consortium (CGC), and *nhr-10(tm4695)* was obtained from the National Bioresource Project, Japan. All mutant strains were backcrossed three times with N2 wild type animals and crossed with VL749 prior to use in experiments. VL868 [*wwIs24[Pacdh-1::GFP + unc-119(+)];nhr-10(tm4695)*], VL1127 [*wwIs24[Pacdh-1::GFP + unc-119(+)];nhr-114(gk849)*], VL1102 [*wwIs24[Pacdh-1::GFP + unc-119(+)];metr-1(ok521)*], and VL1115 [*wwIs24[Pacdh-1::GFP + unc-119(+)];sams-1(ok2946)*] are referred to in the text as ∆*nhr-10,* ∆*nhr-114, ∆metr-1* and *∆sams-1* respectively. *C. elegans* strain CB4856 (Hawaiian) strain was obtained from the CGC.

### Bacterial strains

*E. coli* OP50 and *E. coli* HT115 were obtained from the CGC and grown from single colony to saturation overnight in Luria-Bertani Broth (LB) at 37°C, shaking at 200 rpm. *E. coli* HT115 carrying RNAi plasmids were maintained on 50 µg/mL ampicillin.

### GFP intensity measurement using image analysis

Raw images were analyzed using Fiji/ImageJ (v1.53, Schindelin et al., 2012). Animals in brightfield images were outlined manually using the selection tool. Measurements of area, integrated density and mean gray value were redirected to the same animal in the corresponding fluorescent image. Several surrounding background measurements were also selected, and their mean gray values were averaged. Corrected total fluorescence was calculated by subtracting the product of the object’s area and the mean gray value of the background from the object’s integrated density as described previously (McCloy et al., 2014).

### EMS screen

The EMS mutagenesis protocol was adapted from Jorgensen and Mango, 2002. *Pacdh-1::GFP;nhr-10(tm4695)* animals were treated with 50 mM ethyl methanesulfonate (EMS, Sigma) for four hours and then washed five times with M9 buffer. Mutagenized animals were allowed to recover on NGM agar plates seeded with *E. coli* OP50, and 200 animals were picked and transferred to NGM agar plates containing 20 nM vitamin B12. F2 animals were screened for the presence of GFP. At least 8000 haploid genomes were screened, and 27 homozygous mutants were selected, 16 of which remained viable.

### Mutant mapping

Chromosome assignment was done by crossing EMS mutants into the CB4856 (Hawaiian) strain. Separate pools of GFP positive and GFP negative F2 animals were mapped using single-nucleotide polymorphisms as described (Davis et al., 2005).

### Whole genome sequencing

Mutant strains ww50, ww51, ww52, ww53, ww54, ww55, and ww56 were backcrossed four to five times to the VL868 *[wwIs24[Pacdh-1::GFP + unc-119(+)];nhr-10(tm4695)*] parental strain prior to sequencing. Genomic DNA was prepared by phenol-chloroform extraction and ethanol precipitation. Fragmentation was carried out on a Covaris sonicator E220 and 300–400 bp size fragments were collected using AMPure beads. Libraries were prepared and barcoded using the Kapa hyper prep kit (KK8500). Samples were sequenced at the core facility of the University of Massachusetts Medical school on an Illumina HiSeq4000 using 50 bp paired-end reads. After filtering out low-quality reads, 300 million reads were recovered resulting in an 18X average coverage of the genome. Reads were mapped to the *C. elegans* reference genome version WS220 and analyzed using the CloudMap pipeline (Minevich et al., 2012) where mismatches were compared to the parental strain as well as to the other sequenced mutants. Variants with unique mismatches were validated by restriction fragment length polymorphism PCR (RFLP) and sanger sequencing.

### RNAi screen

RNAi screening was carried out as described (Conte et al., 2015). Briefly, RNAi clones were cultured in 96 well deep-well dishes in LB containing 50 µg/ml ampicillin and grown to log-phase at 37°C. Clone cultures were concentrated to 20-fold in M9 buffer and 10 µL was plated onto a well of a 96-well plate containing NGM agar with 2 mM Isopropyl β- d-1-thiogalactopyranoside (IPTG, Fisher Scientific). Plates were dried and stored at room temperature. The next day approximately 15–20 synchronized L1 animals per well were plated, followed by incubation at 20°C. Plates were screened 72 hr later. The metabolic gene RNAi screen using VL868 [*wwIs24[Pacdh-1::GFP + unc-119(+)];nhr-10(tm4695)*] animals was performed twice. The TF RNAi screen using the Met/SAM cycle mutants generated by EMS was performed six times. All final hits were sequence-verified and retested on 35 mm NGM agar plates with approximately 200 animals per condition.

### Expression profiling by RNA-seq

Animals were treated with NaOH-buffered bleach, L1 arrested and plated onto NGM plates supplemented with 20 nM vitamin B12 and fed *E. coli* OP50. 400 late L4/early young adult animals were picked into M9 buffer, washed three times and flash frozen in liquid nitrogen. Total RNA was extracted using TRIzol (ThermoFisher), followed by DNase I (NEB) treatment and purified using the Direct-zol RNA mini-prep kit (Zymo research). RNA quality was verified by agarose gel electrophoresis and expression of known genes were measured via qRT-PCR for quality control. Two biological replicates were sequenced by BGI on the BGISEQ-500 next generation sequencer platform using 100 bp paired-end reads. A minimum of approximately 40 million reads was obtained per sample. Raw reads were processed on the DolphinNext RSEM v1.2.28 pipeline revision 7 (Yukselen et al., 2020). In brief, the reads were mapped by bowtie2 to genome version c_elegans.PRJNA13758 (WormBase WS271), and then passed to RSEM for estimation of TPM and read counts. Default parameters were used for both bowtie2 and RSEM.

For later RNA-seq experiments we have developed a more cost-effective, in-house method for RNA-sequencing. Briefly, multiplexed libraries were prepared using Cel-seq2 (Hashimshony et al., 2016). Two biological replicates were sequenced with a NextSeq 500/550 High Output Kit v2.5 (75 Cycles) on a Nextseq500 sequencer. Paired end sequencing was performed; 13 cycles for read 1, six cycles for the illumina index and 73 cycles for read 2. Approximately 12 million reads per sample was achieved.

The libraries were first demultiplexed by a homemade python script, and adapter sequences were trimmed using trimmomatic-0.32 by recognizing polyA and barcode sequences. Then, the alignment to the reference genome was performed by STAR with the parameters ‘—runThreadN 4 --alignIntronMax 25000 --outFilterIntronMotifs RemoveNoncanonicalUnannotated’. Features were counted by ESAT (Derr et al., 2016) with the parameters ‘-task score3p -wLen 100 -wOlap 50 -wExt 1000 -sigTest. 01 -multimap normal -scPrep -umiMin 1’. Features in ‘c_elegans.PRJNA13758.WS271.canonical_geneset.gtf’ were used as the annotation table input for ESAT, but pseudogenes were discarded. The read counts for each gene were used in differential expression analysis by DEseq2 package in R 3.6.3 (Love et al., 2014). A fold change cut off of greater than 1.5 and *P* adjusted value cut off of less than 0.01 was used. All the processing procedures were done in a homemade DolphinNext pipeline.

The RNA-sequencing data files were deposited in the NCBI Gene Expression Omnibus (GEO) under the following accession numbers:

- Bulcha et al., 2019: GSE123507
- This study: GSE151848

### Expression profiling by qRT-PCR

Animals were grown and harvested, and RNA was extracted as described for the RNA-seq experiments. qRT-PCR was performed as described previously (Bulcha et al., 2019). cDNA was reverse transcribed from total RNA using oligo(dT) 12–18 primer (Invitrogen) and Mu-MLV Reverse Transcriptase (NEB). qPCR primers were designed using the GETprime database (Gubelmann et al., 2011). qPCR reactions were carried out in technical triplicate using the StepOnePlus Real-Time PCR system (Applied Biosystems) and Fast Sybr Green Master Mix (ThermoFisher Scientific). Relative mRNA transcript abundance was calculated using the ∆∆CT method (Schmittgen and Livak, 2008) and normalized to the geometric mean of *ama-1* and *act-1* levels.

### Body size measurement

Approximately 100 synchronized L1 animals were plated across four wells of a 48-well plate per condition. L4 animals were collected and washed three times in 0.03% sodium azide and transferred to a 96-well plate. Excess liquid was removed, and plates were rested for an hour to allow animals to settle and straighten. Pictures were taken using an Evos Cell Imaging System microscope and image processing was done using a MATLAB (MathWorks) script named ‘wormFinder.m’ written in-house and made available at the following link: https://github.com/shiaway/wormFinder/blob/master/wormFinder.m (Ponomarova and Giese, 2020) 

### Gas chromatography-mass spectrometry

For Figure 5A, gravid adults were harvested from liquid S media cultures supplemented with or without 64 nM vitamin B12 and fed concentrated *E. coli* OP50. For Figure 5E, gravid adults were harvested from NGM agar plates treated with 64 nM vitamin B12 and seeded with *E. coli* OP50. Animals were washed in 0.9% saline until the solution was clear and then twice more (3–6 times total). Metabolites were extracted and analyzed as described previously (Na et al., 2018). Briefly, 50 µL of a semi-soft pellet of animals was transferred to a 2 mL FastPrep tube (MP Biomedicals) and flash frozen with liquid nitrogen. Metabolites were extracted in 80% cold methanol. Acid-washed micro glass beads (Sigma) and a FastPrep-24 5G homogenizer (MP Biomedicals) were used to disrupt animal bodies. After settling, supernatant was transferred to glass vials (Sigma) and dried by speed-vac overnight. MeOX-MSTFA derivatized samples were analyzed on an Agilent 7890B/5977B single quadrupole GC-MS equipped with an HP-5ms Ultra Inert capillary column (30 m × 0.25 mm×0.25 μm) using the same method as described (Na et al., 2018).

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE123507 and GSE151848. The following dataset was generated: GieseGE2020C. elegans methionine/S-adenosylmethionine cycle activity is sensed and adjusted by a nuclear hormone receptorNCBI Gene Expression OmnibusGSE15184810.7554/eLife.60259PMC756135133016879 The following previously published dataset was used: BulchaJTWalhoutAJ2019A persistence detector for metabolic network rewiring in an animalNCBI Gene Expression OmnibusGSE12350710.1016/j.celrep.2018.12.064PMC636839130625328

How the deposited data were processed for this re-analysis (not part of the article)

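RNA-seq was analysed for 10 libraries: 2 biological replicates each of the *Pacdh-1::GFP;∆nhr-10* parent strain and of 4 strains derived from it that carry *mthf-1(ww50)*, *sams-1(ww51)*, *metr-1(ww52)* or *mtrr-1(ww56)*. All were grown with 20 nM vitamin B12. The other RNA-seq experiments of the paper were not analysed here.

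The authors deposited one table of TPM values per gene and library. They mapped 100 bp paired-end reads with bowtie2 to the C. elegans genome of WormBase WS271 and estimated TPM with RSEM at default parameters. The TPM of each library sums to 1000000 over 46903 genes and is rounded to 2 decimals. The columns of the table name the strain and the replicate, and 0 columns were left unassigned. Sequencing depth is lost in TPM, so no counting error can be given for a value, and the minimum per sample that the paper states is the only depth known. The authors name DESeq2 in their list of software and in the methods of the later libraries, and no test is named in the paragraph on these libraries. Estimated counts were not used here.

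Gene identifiers were given symbols through a table of gene names for 44018 genes, and the remaining 2885, of which 446 were tested, kept the name of their transcript. Coordinates are from the WBcel235 annotation, used for positions, exon lengths and overlaps only. It was not compared base by base with the WS271 release that the authors used. Values listed at exactly 0 are reported as listed.

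Comparisons used limma 3.58.1 in R 4.3.3 on log2(TPM + 1), for the 14418 genes with a mean of at least 1 TPM over the 10 libraries. One model with a mean for each of the 5 strains was fitted, followed by empirical Bayes moderation with a mean-variance trend and Benjamini-Hochberg adjustment over all genes tested. A call needed an adjusted p-value under 0.01 and a fold change over 1.5. Each mutant was compared with the parent, the mean of the 4 mutants with the parent, and *sams-1(ww51)* with the mean of the other 3 mutants. Lists of Met/SAM cycle, cuticle and molting, adult-onset and oocyte genes were tested with limma's camera (correlation between genes 0.01, threshold 0.05). That fixed correlation treats the genes of a list as nearly independent, so the camera p-values do not measure the spread between libraries. They were written before the deposited values were seen, but after the paper's supplementary files had been read. camera was first run without a mean-variance trend. The trend was set after those p-values were seen, and the run without it is kept as an alternative. The camera p-values were adjusted by the Benjamini-Hochberg method over the 4 lists, a step added after the unadjusted values were seen, and no list changed side of the threshold by it. The stated direction of a single gene needs an effect of more than 1 standard error. All tests were two-sided except the share of random lists, which counts higher means only.

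The labels number the replicates 1 and 2 in every strain, and neither they nor the methods say that equal numbers were grown or sequenced together. Fits with the replicate number as a block are therefore given beside those without it. The other alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 TPM, median-ratio scaling, quantile normalization, no mean-variance trend, a test against a 1.5-fold change, an adjusted p-value cutoff of 0.05, a molting score as covariate, each mutant fitted with the parent alone, adjustment over a gene list alone, the molting list without the paper's genes, and each library left out in turn. An adult-onset score as covariate, and the ratio of mean TPM with no pseudocount for *acdh-1*, were added after the data were seen.

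The genes named are those the paper names beside this experiment, the 5 genes with the largest and the 5 with the smallest mean change among genes called in all 4 mutants whose 8 mutant libraries all lie on one side of both parent libraries (only 2 qualified as lowest), and the 5 with the smallest adjusted p-value in the comparison of *sams-1(ww51)* with the other mutants. C49F5.12, *lipl-3* and the paralogs of *sams-1* fall outside this rule and were named after their values were seen. Paper gene names that had been replaced were matched through locus tags for 5 genes. This match was added after a first count with those 5 missing.

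The fitting was tested on simulated data for 14418 genes with 200 changed. It called 58.0% of the changed genes in at least 1 mutant and 4 unchanged genes in at least 1, and the median error of the log2 fold change was 0.0055. The simulated libraries had independent noise and no shared replicate or stage shift, so false calls from such shifts were not tested. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. With 2 libraries per strain, no p-value or call is given when a library is left out, and other splits of the libraries were not counted.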

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

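For the molting genes, the same-numbered comparisons, the stage test through adult-onset genes and both tests of a shared shift were chosen after the result was seen, as were the same-numbered comparisons of *nhr-68* and all 3 tests of *clec-47*, and the adult-onset score was itself chosen after the data had been seen.

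Genes of the cuticle and of molting, which the paper does not discuss, were higher in the mutants than in the parent. The mean log2 fold change of the 51 genes of the list tested was 2.42 (adjusted p = 5.88e-14; adjusted p = 3.34e-18 with the replicate block; limma's camera with Benjamini-Hochberg adjustment), and in each mutant 44 to 48 of them were higher. Between replicates, the mean level of the list had an SD of 0.71, a spread that camera's p-values do not measure. Because 22 members of the list are among the paper's upregulated genes, the 29 others were also tested, and their mean was 1.32 (adjusted p = 8e-05; adjusted p = 8.68e-07 with the block; limma's camera with Benjamini-Hochberg adjustment). A difference between replicate batches was tested with the 8 comparisons of a mutant with the parent library of the same number, and 8 were positive for these 29 genes. Under median-ratio scaling and quantile normalization the lower mean of the full list was 2.32. Without the 100 most abundant genes it was 2.61. Among 10000 random lists matched on exon length and expression the share with a mean as high as that of the 29 genes was 1e-04, the smallest that number of lists can give. The 32 members that are not collagens, a family whose members could share reads, had a mean of 2.423. A difference in developmental stage at collection is a candidate explanation that remains: the adult-onset genes had a mean log2 fold change of -1.77 in the mutants (adjusted p = 0.0057 from limma's camera with Benjamini-Hochberg adjustment; adjusted p = 2.27e-05 with the block), the direction that younger mutant animals would give. With one library left out, the adult-onset mean lay between -2.69 and -0.85, the latter without replicate 2 of the parent. Between replicates, the mean level of the adult-onset genes had an SD of 2.35, larger than the change itself. The camera p-values do not measure that spread. A single shift shared by both lists was tested across replicate numbers, and in 4 of 4 mutants replicate 2 exceeded replicate 1 of the parent in both the adult-onset and the molting score. That test mixes in the difference between replicates. Within replicate numbers, 8 of 8 mutant libraries had a higher molting score and a lower adult-onset score than the parent, as a single shift would give, so such a shift is not excluded. With the adult-onset score in the model, the mean of the 29 genes was 1.02 against 1.32 without it. The increase in molting genes may therefore come from the mutations, from slower development of the mutants or from the time of picking, and these libraries cannot tell a response to the mutations from a difference in stage.

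*nhr-68*, a nuclear hormone receptor gene that the paper lists among the upregulated genes and does not discuss for this experiment, was higher in all 8 mutant libraries. It stood at 7.65 ± 0.629 TPM (SD, n = 2) in the parent and between 70.0 and 85.7 TPM in the mutants, with a mean log2 fold change of 3.18 (standard error 0.109, adjusted p = 9.38e-05 from limma with Benjamini-Hochberg adjustment; 0.000209 with the block). With the molting score in the model the log2 fold change was 3.34, but this score does not overlap between parent and mutants, so that fit alone cannot rule out a difference in stage. With the adult-onset score, which overlaps, it was 3.22. That fit adjusts only by differences between replicates, where *nhr-68* differed by a mean of -0.07 log2. A gene called for its small replicate spread can hardly be moved by it, so this fit alone does not decide on stage either. Replicate 2 of *mthf-1(ww50)* was 0.21 log2 below replicate 2 of the parent in the adult-onset score, and *nhr-68* stood at 83.4 TPM there against 8.09. In the molting score the same library was 1.83 log2 above that of the parent. The pair is thus close in stage by the adult-onset score alone, and a difference measured by the molting score remains open. The lower value under the 2 scalings was 3.08. Of the 8 same-numbered comparisons, 8 were over 1.5-fold, and without the 100 most abundant genes the value was 3.25. Reads shared with other receptor genes could also raise the value and were not tested, so an effect of the mutations cannot be told apart from such reads.

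*clec-47* differed between groups of mutants. The planned comparison of *sams-1(ww51)* with the other 3 mutants called 0 genes at an adjusted p-value under 0.01, while 1145 genes had an unadjusted p-value under 0.05. *clec-47* had the smallest adjusted p and was singled out after its values were seen, at a cutoff of 0.05. Its log2 difference was -4.46 (adjusted p = 0.0265 from limma with Benjamini-Hochberg adjustment; 0.0381 with the block, and 0.0082 to 0.076 over the fits). It was listed at 0.3 and 0.21 TPM in the parent, at 6.75 and 3.01 in *sams-1(ww51)* and at 61.6 to 247 in the other mutants. The difference was -4.56 with the molting score in the model and -4.44 under the scaling that brought it nearest to 0. In 6 of 6 same-numbered comparisons with the other mutants it was lower in *sams-1(ww51)* by over 1.5-fold. A variant of the strain background could give the same pattern and was not tested, so no biological reading is offered.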

How the results depend on the processing

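The alternatives compared here were set before the data were examined, apart from the adult-onset score as covariate, which was chosen after the molting score had reversed 2 gene sets and had been seen not to overlap between parent and mutants, and the mean-variance trend in camera, which was set after p-values without it had been seen. The cause of the changes below was not tested.

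With the replicate number as a block, 23 genes were higher and 5 lower in all 4 mutants against 7 and 2 without it. The block gave 44 genes in *mthf-1(ww50)*, 387 in *sams-1(ww51)*, 75 in *metr-1(ww52)* and 602 in *mtrr-1(ww56)*, against 27, 11, 42 and 19. It called 19 of the 24 Met/SAM cycle comparisons against 5, and 16 of the 20 comparisons of *pmt-2*, *msra-1*, *pmp-5*, *cbs-1* and *nhr-114* against 5. Of the paper's 110 upregulated and 11 downregulated genes, 20 and 3 were called in all 4 mutants, against 6 and 1.

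An adjusted p-value cutoff of 0.05 gave 29 genes higher in all 4 mutants, and 115, 53, 157 and 99 genes in the single mutants in the same order. It gave 15 Met/SAM cycle calls, 14 calls of the other 5 genes, 1 gene in the comparison of *sams-1(ww51)* with the other mutants, and 26 of the 110 and 2 of the 11 genes. Adjustment over each list alone gave 23 Met/SAM cycle calls and 20 calls of the other 5 genes. Those 5 genes and most of the Met/SAM cycle genes are on the paper's list from these libraries, so this adjustment corrects for little.

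A test against a 1.5-fold change gave 4 genes higher and 1 lower in all 4 mutants, 17, 5, 12 and 10 genes in the single mutants, 1 Met/SAM cycle call and 0 of the 11 genes (8 at an unadjusted p-value under 0.05). Each mutant fitted with the parent alone gave 0 genes higher and 0 lower in all 4 mutants, against 348 and 37 at an unadjusted p-value under 0.05. In the single mutants it gave 2, 0, 0 and 0 genes, where the last 3 had 1690, 1250 and 2045 unadjusted. It called *acdh-1* in 1 mutant, 0 Met/SAM cycle comparisons (23 unadjusted), 0 of the other 20 (20 unadjusted) and 0 of the 110 and of the 11 genes (110 and 11 unadjusted). It was not run for the gene sets or the *sams-1(ww51)* comparison.

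Some alternatives lowered the calls of single genes. Without a filter and under either scaling, *acdh-1* was called in 2 mutants against 3, *metr-1* in 2 against 3, *mtrr-1* in 0 against 2 and *nhr-114* in 0 against 1. The test against a 1.5-fold change called them in 2, 1, 0 and 0 mutants, and without a mean-variance trend *nhr-114* was called in 0.

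With the molting score as covariate, 0 genes were higher and 0 lower in all 4 mutants, where 4.016% and 1.006% of the genes tested passed at an unadjusted p-value under 0.05. The single mutants had 15, 4, 12 and 0 genes, the last with 1533 unadjusted. Of these, 9 were higher and 6 lower in *mthf-1(ww50)*, 0 higher and 4 lower in *sams-1(ww51)*, and 6 higher and 6 lower in *metr-1(ww52)*, where without the score 22, 9 and 36 were higher and 5, 2 and 6 lower. *acdh-1* was called in 0 mutants (4 unadjusted), the Met/SAM cycle genes in 0 comparisons (19 unadjusted), the other 5 genes in 2, and 0 of the 110 and 0 of the 11 genes passed (28 and 4 unadjusted). The mean log2 fold change of the adult-onset set reversed from -1.77 to 6.03 and that of the oocyte set from -0.73 to 2.20. This score lies between 3.85 and 4.52 in the parent and between 5.52 and 7.68 in the mutants, so the fit extrapolates, and it was not run on the molting genes themselves. The adult-onset score overlaps, at 6.98 to 8.82 in the parent and 3.74 to 8.6 in the mutants. With it, 16 genes were higher and 4 lower in all 4 mutants, 45, 142, 69 and 64 genes changed in the single mutants, 11 Met/SAM cycle comparisons and 11 of the other 5 genes were called, and 15 of the 110 and 2 of the 11 genes passed.

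A pseudocount of 0.1 gave 0 genes lower in all 4 mutants (50 unadjusted) and 0 of the 11 genes (11 unadjusted). Without a filter, 1 gene was lower in all 4 mutants, 2 Met/SAM cycle comparisons were called, 0 of the 11 genes passed (11 unadjusted), and 8 genes differed between *sams-1(ww51)* and the other mutants, where the main comparison and the alternatives run on it, apart from the cutoff of 0.05, had 0, with 100 to 882 genes at an unadjusted p-value under 0.05 and over 1.5-fold. The filter at 5 TPM gave 1 gene lower in all 4 mutants. Median-ratio scaling gave 1 such gene, 10 genes in *mtrr-1(ww56)*, 2 Met/SAM cycle calls and 0 of the 11 genes (11 unadjusted). Quantile normalization gave 1 such gene, 11 genes in *mtrr-1(ww56)*, 2 Met/SAM cycle calls and 0 of the 11 genes (11 unadjusted). It brought the share of higher genes among the calls in *mtrr-1(ww56)* from 84.2% to 72.7% and left the adult-onset set at -1.74 (adjusted p = 0.114 from limma's camera with Benjamini-Hochberg adjustment, against 2.27e-05 to 0.114 over the fits without a covariate). The median log2 fold change of all genes in *mthf-1(ww50)* was 0.12 as deposited and 0.0038 under quantile normalization, so changes in that strain are relative to a median above 0.

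The number of genes more than 1.5-fold lower in all 4 mutants, with no test, ranged from 101 to 578 across the 10 counts that each left out one library, against 337 in full, and the number higher ranged from 526 to 1065 against 736. Among the values of single genes and set means, 459 kept their direction and their side of the cutoff in fits with all libraries, 33 no longer passed, 43 newly passed, 2 moved and 2 reversed, the last being the set means given above. With a library left out, 340 stayed within the replicate spread and 42 moved. In results with a test, the Met/SAM cycle set stayed higher and under a p of 0.05 in the alternatives run on it, with means from 1.35 to 2.22. The full molting list did so with means from 1.89 to 2.69, and without the paper's 110 genes its mean moved from 2.42 to 1.32. Depth limits what can be said of genes listed near 0, since TPM holds no counts.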

Differences from the paper's values

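The adult-onset score as covariate, named where it calls a gene, and the values of *acdh-1* with no pseudocount were chosen after the data had been seen, and the other alternatives were set before the data were examined.

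The paper reports 110 genes upregulated in all 4 mutants, against 7 here, and none of the alternatives set before the data were examined reached it, the highest count being 29 at an adjusted p-value cutoff of 0.05. The paper reports 11 downregulated genes, against 2 here, and the highest count was 5, with the replicate block. These counts do not repeat the paper's test. Limma was fitted here to TPM values, and no alternative used read counts. The paper names DESeq2 on read counts for its later libraries and no test for these. Each of the 110 was over 1.5-fold higher, and each of the 11 over 1.5-fold lower, in all 4 mutants. The gap thus lies in which genes pass a test, not in their direction, which was built in by listing them from these same libraries.

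For *acdh-1* the paper's supplementary fold changes correspond to log2 values of 12.14 in *mthf-1(ww50)*, 9.46 in *sams-1(ww51)*, 11.70 in *metr-1(ww52)* and 11.297 in *mtrr-1(ww56)*, against 8.69, 5.57, 8.25 and 7.83 here on the log2(TPM + 1) scale. With a pseudocount of 0.1 the values were 11.13, 7.98, 10.68 and 10.26, and of these only the value in *sams-1(ww51)* lay within the replicate spread of the paper's. None of the other alternatives set before the data were examined closed the gap in any of the 4 mutants. With no pseudocount, an alternative chosen after these values and the paper's had been seen, the log2 ratios of mean TPM were 11.97, 9.32, 11.53 and 11.12, within 0.18 of the paper's in each mutant. They rest on a parent mean of 0.115 TPM, whose replicates differ by 1.85 on the log2 scale, and have no test.

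The paper states that most Met/SAM cycle genes rise significantly in every mutant, with *mel-32* passing in all but one. Of the 24 comparisons, 5 passed here. *metr-1* was called in 3 mutants, *mtrr-1* in 2 and the other 4 genes in none. The replicate block called 19: *metr-1*, *mtrr-1*, *mel-32* and *mthf-1* in 4 mutants each, *sams-1* in 2 and *ahcy-1* in 1. The adjusted p-value cutoff of 0.05 called 15: *metr-1*, *mtrr-1* and *mthf-1* in 4 mutants and *ahcy-1* in 3. Adjustment over the list alone called 23, but corrects for little, as most of these genes are on the paper's list from these libraries. The adult-onset score called 11, with *metr-1* and *mthf-1* in 4 mutants and *mtrr-1* in 3. The paper also states that *acdh-1* rose in each mutant, and it was called in 3 mutants here and in 4 with the block, at the cutoff of 0.05 or with adjustment over the list alone. It was called in 2 with no filter, either scaling or the test against a 1.5-fold change, in 1 with the parent alone and in 0 with the molting score.

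The paper describes *pmt-2*, *msra-1* and *nhr-114* as activated and *cbs-1* as repressed in these mutants. *pmt-2* was called in no mutant here, in 4 with the block and in 2 with the adult-onset score. *msra-1* was called in none here and in 4 with the block, at the cutoff of 0.05 and with the adult-onset score. *nhr-114* was called in 1 mutant here, in 4 with the block, in 3 at the cutoff of 0.05, in 2 with a pseudocount of 0.1 or the filter at 5 TPM, and in 0 with no filter, either scaling, no mean-variance trend, the test against a 1.5-fold change, the molting score or the parent alone. *cbs-1* was called in none here or with the block, and in 3 at the cutoff of 0.05. With the block, its adjusted p-values from limma were under 0.05 in every mutant. Adjustment over these genes and *pmp-5* alone called all 20 comparisons. All of them are on the paper's list of changed genes from these same libraries, so that result was nearly fixed in advance. Without adjustment, all 20 had a p-value under 0.05.

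Of the paper's 110 upregulated genes, 6 were called in all 4 mutants here, 26 at the cutoff of 0.05, 20 with the block and 15 with the adult-onset score. Of the 11 downregulated genes, 1 was called here, 3 with the block, and 2 at the cutoff of 0.05 and with the adult-onset score. C49F5.12 and *F55C12.15*, called in all 4 mutants here, are not in the paper's list.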

Other observations

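The tests of the paper's list between replicates and of the separate experiment were chosen after the result was seen, and the adult-onset score was chosen after the data had been seen.

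Whether the higher expression of Met/SAM cycle genes could come from a difference in developmental stage was tested with gene scores in the model. With the molting score the mean log2 fold change of the 6 genes was 1.35, and with the adult-onset score it was 2.01, against 2.20 without either. The molting score extrapolates. The lower mean under the 2 scalings was 2.12. With the molting score, *ahcy-1* in *sams-1(ww51)* fell from 0.64 to 0.09. *mel-32* fell to 0.35 in that strain and to 0.39 in *mtrr-1(ww56)*. Of the 24 comparisons, 19 kept an unadjusted p-value under 0.05 in limma with that score. With the adult-onset score, *ahcy-1* in *sams-1(ww51)* was 0.52, and *mel-32* was 1.17 in that strain and 1.09 in *mtrr-1(ww56)*. Without either score, *mel-32* was 1.38 and 1.30 in these strains. A stage difference may thus account for part of the change. Whether it accounts for most of it in these single comparisons depends on the score used. Neither score removed the mean of the set in these fits.

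The genes the paper lists as upregulated followed the difference between replicates. Of the 110, 67.3% were higher in replicate 1 than in replicate 2 in all 5 strains, the parent included, against 11.42% of the genes tested. This is what would be seen if replicate 1 had been collected at a younger stage, so a difference in stage at collection remains a possible explanation for part of the list. Across all genes tested, the change in the mutants and the difference between replicates had a Spearman correlation of 0.622, across the 110 genes one of 0.69, and across the 29 molting genes outside the list one of 0.946. Genes are not independent replicates, and no p-value is given.

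The oocyte genes had a mean log2 fold change of -0.73 over the mutants (adjusted p = 0.000288; adjusted p = 4.2e-10 with the replicate block; limma's camera with Benjamini-Hochberg adjustment). It was -2.02 in *mtrr-1(ww56)* and -0.93 in *sams-1(ww51)*, where none of the 14 genes was higher, and 0.05 and -0.02 in *mthf-1(ww50)* and *metr-1(ww52)*. Leaving out one library put the mean over the mutants between -1.33 and -0.13, the latter without replicate 2 of the parent. Between replicates, the mean level of the oocyte genes had an SD of 0.94, larger than the change over the mutants. The camera p-values do not measure that spread. With the adult-onset score in the model the mean over the mutants was -0.05. The difference between mutants was not tested. On the first principal component, which held 52.8% of the variance, replicate 1 of *sams-1(ww51)* and of *mtrr-1(ww56)* lay at 72.9 and 74.2, and every replicate 1 lay above its replicate 2.

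In a separate experiment of the paper with *metr-1(ww52)* in the ∆*nhr-10* background, compared with *Pacdh-1::GFP* animals without either mutation, 4 members of the molting list could be read from the supplementary table. The paper's fold changes there were 2.71 for *acn-1*, 4.41 for *bli-1*, 3.67 for *bli-2* and 0.777 for *bli-6*, so 3 were over 1.5-fold. The paper's adjusted p-values for these 3 were 0.00158, 0.000108 and 2.25e-05. In the same strain the paper gives fold changes of 0.214 for *bli-1* and 0.215 for *bli-2* under *nhr-114* RNAi, with adjusted p-values of 0.00885 and 0.00497. For *acn-1* and *bli-6* it gives 0.433 and 0.895, with adjusted p-values of 0.1599 and 0.958. The time at which the 10 libraries were collected cannot have caused a rise in a separate experiment. With 4 readable members the test was left undecided, and a difference in stage within that experiment was not tested.

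Of the other propionate shunt genes, *ech-6* had a mean log2 fold change of 1.24 (standard error 0.127, adjusted p = 0.00986 from limma with Benjamini-Hochberg adjustment; 0.00162 with the block) and *hphd-1* one of 1.45 (standard error 0.255, adjusted p = 0.0511; 0.00296 with the block). *hach-1* was within 1 standard error of 0, and *alh-8*, whose exons overlap *F13D12.8* by 34 bp, had 0.19 (standard error 0.104, adjusted p = 0.369 from limma with Benjamini-Hochberg adjustment).

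In the comparison of *sams-1(ww51)* with the other 3 mutants, the genes with the next smallest adjusted p-values after *clec-47* included 3 noncoding RNAs. *linc-59*, whose exons lie within a pseudogene, was listed at 29.47 and 10.53 TPM in *sams-1(ww51)* and at most at 1.07 in the other libraries. *anr-19* was listed at 32.7 and 22.5 TPM in *mthf-1(ww50)* and at 0 in the other 8 libraries, and *R03A10.13* at 11.51 and 10.62 TPM in *mtrr-1(ww56)* and at 0 elsewhere. *gta-1*, whose exons overlap *ptrg-1* by 24 bp, was higher in *sams-1(ww51)* by 1.17 on the log2 scale (adjusted p = 0.147 from limma with Benjamini-Hochberg adjustment; 0.0381 with the block, and 0.0256 to 0.228 over the fits). No biological explanation was tested for these.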
